# Epithelial cell plasticity drives endoderm formation during gastrulation

**DOI:** 10.1038/s41556-021-00694-x

**Published:** 2021-06-24

**Authors:** Katharina Scheibner, Silvia Schirge, Ingo Burtscher, Maren Büttner, Michael Sterr, Dapeng Yang, Anika Böttcher, Ansarullah, Martin Irmler, Johannes Beckers, Filippo M. Cernilogar, Gunnar Schotta, Fabian J. Theis, Heiko Lickert

**Keywords:** Embryology, Embryonic stem cells, Gastrulation, Epithelial-mesenchymal transition, Cell lineage

## Abstract

It is generally accepted that epiblast cells ingress into the primitive streak by epithelial-to-mesenchymal transition (EMT) to give rise to the mesoderm; however, it is less clear how the endoderm acquires an epithelial fate. Here, we used embryonic stem cell and mouse embryo knock‐in reporter systems to combine time-resolved lineage labelling with high-resolution single-cell transcriptomics. This allowed us to resolve the morphogenetic programs that segregate the mesoderm from the endoderm germ layer. Strikingly, while the mesoderm is formed by classical EMT, the endoderm is formed independent of the key EMT transcription factor Snail1 by mechanisms of epithelial cell plasticity. Importantly, forkhead box transcription factor A2 (Foxa2) acts as an epithelial gatekeeper and EMT suppressor to shield the endoderm from undergoing a mesenchymal transition. Altogether, these results not only establish the morphogenetic details of germ layer formation, but also have broader implications for stem cell differentiation and cancer metastasis.

## Abstract (web summary)

Scheibner et al. demonstrate that, during gastrulation in the mouse, epithelial epiblast progenitors upregulate Foxa2 and form the definitive endoderm independently of a full EMT–MET cycle.

## Main

The recent single-cell genomics revolution has generated transcriptional and epigenetic roadmaps for the formation of the three principal germ layers during gastrulation^1–3^. Epithelial-to-mesenchymal transition (EMT) and mesenchymal-to-epithelial transition (MET) are evolutionarily conserved processes that occur during development and are essential for gastrulation and embryonic morphogenesis, but if they are dysregulated in adulthood they lead to cancer metastasis^4–6^. Although gastrulation serves as the mechanistic basis to understand EMT, cancer metastasis, stem cell differentiation and congenital disease, its understanding is incomplete in mammals. During gastrulation, epiblast cells exit pluripotency and allocate to one of the three germ layers—the ectoderm, mesoderm or definitive endoderm lineage—to generate the progenitors of major organs in the body^7^. The T-box transcription factor Brachyury (T) and forkhead box transcription factor A2 (Foxa2) are master regulators of mesoderm and endoderm formation, respectively^8–11^. Morphogen gradients along the anterior–posterior axis induce posterior epiblast cells to undergo EMT and ingress into the primitive streak region (the space between the epiblast and visceral endoderm epithelial layers)^7,12,13^. Upon high Wnt/β-catenin, transforming growth factor-β (TGF-β) and fibroblast growth factor signalling, EMT transcription factors such as Mesp1 and 2 (refs. ^14,15^), Twist1 (ref. ^16^), Snail1 and 2 (refs. ^16–18^) and Zeb1 and 2 (refs. ^19,20^) are induced. Following the activation of an EMT program, columnar-shaped epiblast cells lose their epithelial morphology by dynamic expression changes and remodelling of apical–basal polarity and cell–cell adhesion. Simultaneously, cells adopt a mesenchymal fate by downregulation of E-cadherin and by upregulation of N-cadherin, vimentin and α-smooth muscle actin, resulting in ingression and migration of mesodermal cells into the primitive streak—classical hallmarks of EMT^17,18,21–23^. It is generally assumed that definitive endoderm (DE) progenitors undergo a further MET to give rise to the epithelial endoderm layer, in an EMT–MET cycle^12,13,24–28^; however, this idea is based on *Drosophila* and zebrafish model systems and has never been formally proven in mammals^13^. Previously, we noticed that before primitive streak formation and initiation of gastrulation, proximal T^+^ mesoderm and distal Foxa2^+^ endoderm progenitors are already segregated in the epiblast^11^. As Foxa2 regulates axial mesendoderm (AME) and definitive endoderm differentiation, cell polarity and epithelialization^11^, we hypothesized that DE progenitors leave the epiblast to form the mature definitive endoderm lineage by a process independent of a complete EMT–MET cycle.

## Results

### Definitive endoderm is formed in the absence of an EMT–MET cycle

To test this hypothesis and specifically study endoderm differentiation and morphogenesis in more detail, we performed time-resolved and simultaneous lineage labelling and tracking using Foxa2–Venus fusion (FVF) and Sox17–mCherry fusion (SCF) double knock‐in reporter mouse embryonic stem cells (mESCs) and mouse embryos^29,30^. During gastrulation, FVF^low^ epiblast progenitors upregulate FVF reporter activity while they leave the epithelium and give rise to FVF^high^ transitory progenitors (Extended Data Fig. 1a and Supplementary Video 1). FVF^high^ transitory progenitors migrate between the epiblast and visceral endoderm layers until they upregulate SCF and intercalate into the outside visceral endoderm and give rise to the FVF^high^/SCF^+^ definitive endoderm lineage^11,29,30^. We recently noticed that it only takes ~12 h for FVF/SCF mESCs to differentiate from FVF^low^ progenitors into FVF^high^/SCF^+^ definitive endoderm^30^. This short timespan seems insufficient for a cell to down- and upregulate molecular machineries on the messenger RNA (mRNA) and protein level to undergo a complete EMT–MET cycle. Thus, we investigated first whether Foxa2^low^ epiblast progenitors leave the epithelium by EMT in early-, mid- and late-streak-stage embryos. Before gastrulation, FVF^low^ epiblast progenitors are found in the posterior epiblast region, suggesting that epiblast cells are already fate specified (Extended Data Fig. 1b)^11^. During primitive streak induction and elongation, FVF^low^ epiblast progenitors occupy an epiblast domain distal to the morphological anterior primitive streak (APS) region (Fig. 1a,a′ and Extended Data Fig. 1c). Within the FVF^low^ epiblast domain, single FVF^high^ transitory progenitors appear, leave the epithelium and squeeze as elongated cells between the epiblast and visceral endoderm (Fig. 1a–c, insets)^11,17^. This is in stark contrast with the proximal primitive streak, where T^+^ mesoderm cells with a mesenchymal morphology span several cell diameters across the primitive streak region (Fig. 1a–c). During gastrulation, mesoderm formation is driven by the key EMT transcription factor Snail1 (refs. ^17,18^). At the mid- to late-streak stage, a distinct separation of three populations in the primitive streak region was apparent (see the schematic in Fig. 1b′): a large T^+^ mesoderm population in the proximal primitive streak region; a few Foxa2^high^/T^+^ AME progenitors (Fig. 1b,b′); and Foxa2^low^ epiblast progenitors in the epiblast and Foxa2^high^ transitory progenitors that ingressed distally to the APS (Fig. 1a,b,a′,b′ and Extended Data Fig. 1a–d)^11^. Notably, the EMT transcription factor Snail1 was highly upregulated in T^+^ mesoderm progenitors, while it was weakly expressed on the mRNA level in Foxa2^high^ transitory progenitors (Figs. 1b,b′ and Fig. 2e and Extended Data Fig. 1d) and not expressed in mature Foxa2^high^/Sox17^+^ definitive endoderm (Extended Data Fig. 1e,g,h). During the transition to a mesenchymal state, Snail1 downregulates E-cadherin^17^. At the same time, N-cadherin is upregulated^20^. Immunostaining analysis revealed that mesodermal cells within the primitive streak displayed the well-described switch from E- to N-cadherin during EMT (Fig. 1c,c′ and Extended Data Fig. 1f). In contrast, FVF^high^ transitory progenitors, definitive endoderm and AME cells maintained E-cadherin and synchronously upregulated N-cadherin, as quantified by western blot and immunostaining (Fig. 1c–f and Extended Data Fig. 1f,i).

**Fig. 1:**
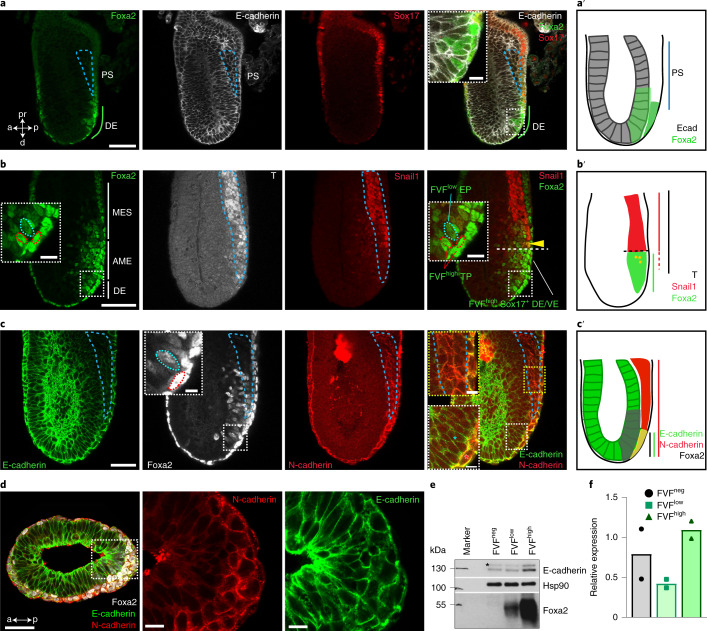
Endoderm progenitors do not show hallmarks of an EMT. **a**, Mid-streak-stage FVF/SCF embryos stained for Venus (Foxa2), E-cadherin and RFP (Sox17). The blue dashed line indicates the primitive streak (PS). **a**, anterior; d, distal; DE, definitive endoderm; p, posterior; pr, proximal. **b**, Immunohistochemistry of a mid-streak-stage FVF embryo stained for Venus (Foxa2), Snail1 and T. The blue dashed lines in the insets mark FVF^low^ epiblast progenitors (EPs) and the red dashed lines mark FVF^high^ transitory progenitors (TPs). The yellow arrowhead marks AME cells that synthesize Foxa2, T and Snail1. The horizontal white dashed line indicates the border of Snail1 expression. MES, mesoderm; TP, transitory progenitor; VE, visceral endoderm. **c**, Mid-streak-stage FVF embryo immunostained for Venus (Foxa2; white), N-cadherin and E-cadherin. The blue asterisk (rightmost image inset in white dashed box) and inset blue dashed line (inset in image second from left) mark FVF^low^ epiblast progenitors in the epiblasts, whereas the red asterisk (rightmost image inset in white dashed box) and red dashed line (inset in image second from left) indicate FVF^high^ transitory progenitors that express E-cadherin and N-cadherin. The primitive streak region is indicated by N-cadherin expression (blue dashed line in rightmost image inset in dashed yellow box). **a′**–**c′**, Depiction of Foxa2 (**a′**), T and Snail1 (**b′**) and E-cadherin and N-cadherin expression (**c′**) in gastrulating embryos based on the embryos in **a**–**c**. **d**, Transverse section through the epiblast of a mid-streak-stage wild-type embryo immunostained for Foxa2, E-cadherin and N-cadherin. **e**,**f**, Western blot analysis (**e**) and quantification (**f**) of E-cadherin from FACS-sorted FVF^neg^, FVF^low^ and FVF^high^ cells of 122 and 36 FVF embryos (*n* = 2). The asterisk marks unspecific bands. All shown confocal images are single *z* planes of a z stack. The images in **a**–**d** are representative of eight, three, three and three embryos, respectively. All samples were derived from biologically independent experiments. The data are presented as mean values. Scale bars, 50 µm (insets, 10 µm). Source data

To understand the lineage bifurcations and hierarchy during gastrulation and to generate a continuous in vivo roadmap of the molecular changes, we combined FVF lineage labelling and flow sorting to perform high-throughput single-cell RNA sequencing (scRNA-seq) (Fig. 2a and Extended Data Fig. 2). This allowed us to enrich for rare transitory cell types and to map the FVF^low^ epiblast progenitors, FVF^high^ transitory progenitors and FVF^high^ AME and definitive endoderm descendants via Louvain cluster annotation (Extended Data Fig. 2a–d). Using our previously established scVelo^31^ and CellRank^32^ algorithms, we combined directional information from the RNA velocity and robustness of trajectory inference to compute fate probabilities, and identified lineage driver genes during mesoderm and endoderm segregation (Fig. 2b–d and Extended Data Fig. 2e). Combining FVF lineage labelling with pseudotime analysis revealed that, during posterior epiblast-to-endoderm transition, EMT transcription factor genes (*Snail1* and *2*, *Zeb1* and *2*, *Mesp1* and 2 and *Twist1*) are downregulated, whereas *E-cadherin* (*Cdh1*) is maintained and *N-cadherin* (*Cdh2*) is upregulated (Fig. 2d–f). In contrast, posterior epiblast cells undergoing a mesoderm transition upregulate an EMT transcription factor program and show an *E-* to *N-cadherin* switch during mesenchymal transition. Altogether, these results suggest that, in mouse embryos, Foxa2^low^ epiblast progenitors upregulate Foxa2 levels and give rise to Foxa2^high^ transitory progenitors that ingress distal to the anatomical visible primitive streak to form the Foxa2^high^/Sox17^+^ definitive endoderm independent of a full EMT–MET cycle.

**Fig. 2:**
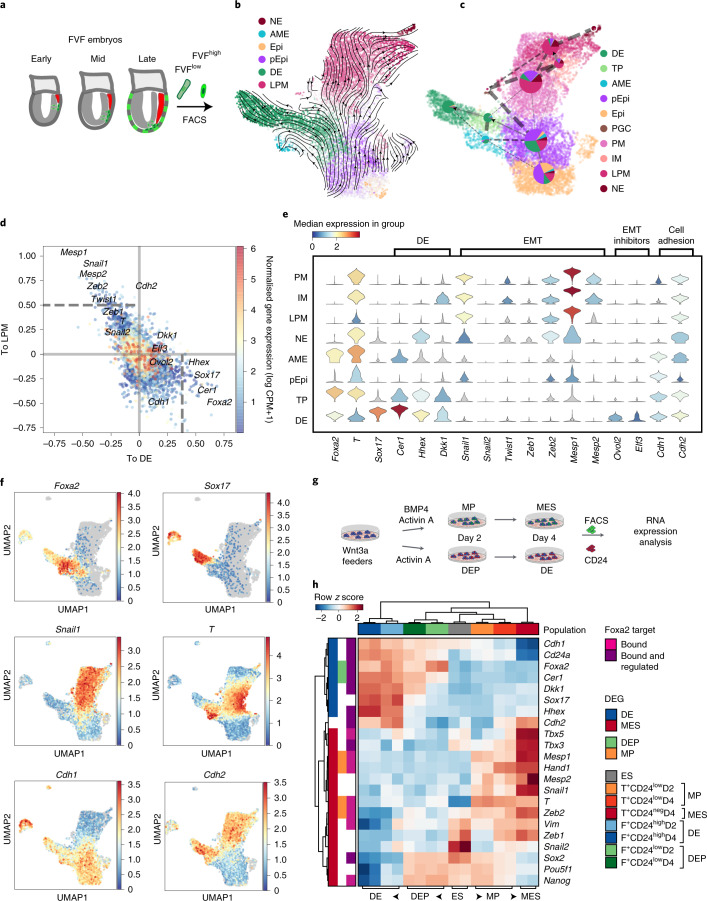
Mesoderm and endoderm form by distinct molecular programs. **a**, Schematic of FACS of early-, mid- and late-streak-stage FVF embryos for scRNA-seq analysis (*n* = 79 for early- to mid-streak-stage embryos and *n* = 24 for mid- to late-streak-stage embryos). **b**, UMAP plot with RNA velocity arrows, coloured by CellRank’s metastable state assignment. Each shown tissue is either in the initial (epiblast (Epi)), intermediate (posterior epiblast (pEpi)) or final state (AME, definitive endoderm, lateral plate mesoderm (LPM) and nascent endothelium (NE)). **c**, UMAP showing CellRank’s fate probabilities for different tissues as pie charts (*n* = 9,794 cells). The partitions of each pie chart show the previously identified initial, intermediate or final state. Dashed lines indicate significant connections between clusters (PAGA graph model). Arrows indicate consistent RNA velocity between two clusters. The thickness of each line shows the confidence of the model. The solid line without an arrowhead suggests a transition along the velocity between clusters but not unique flow. IM, intermediate mesoderm; PGC, primordial germ cell; PM, paraxial mesoderm. **d**, Scatter plot of lineage drivers, showing the correlation of gene expression for the lineages definitive endoderm and LPM, computed using CellRank. The top 50 correlated genes are indicated by dashed horizontal and vertical lines. **e**, Stacked violin plots showing the gene expression distribution (columns) with definitive endoderm, EMT, EMT inhibitors and cell adhesion genes of all tissues (rows) (*n* = 2,215 (posterior epiblast); *n* = 2,198 (paraxial mesoderm); *n* = 1,183 (LPM); *n* = 701 (definitive endoderm); *n* = 389 (intermediate mesoderm); *n* = 350 (transitory progenitors); *n* = 278 (AME); *n* = 91 (nascent endothelium)). The colours correspond to normalized median gene expression for each group. **f**, UMAP plots coloured by the log[counts per million + 1] normalized gene expression. **g**, Schematic of endoderm and mesoderm differentiation of T^GFP/+^; Foxa2^tagRFP/+^ mESCs. **h**, Heatmap of FACS-sorted endodermal and mesodermal subpopulations expressing different levels of CD24 at days 2 and 4, showing RNA expression levels of pluripotency, endoderm, mesoderm and EMT genes in mESCs (ES), early (definitive endoderm progenitor (DEP)/mesoderm progenitor (MP)) and late (definitive endoderm (DE)/mesoderm (MES)) endoderm and mesoderm cells. The coloured boxes indicate differentially expressed genes (DEGs) in DEP versus mesoderm progenitor (green and orange, respectively) or definitive endoderm versus mesoderm (blue and red, respectively) and whether Foxa2 binds (pink) or binds and regulates them (purple). Source data

### In vitro-generated definitive endoderm forms by partial EMT

To verify these results in vitro and simultaneously analyse mesoderm and endoderm segregation, we generated a T^GFP/+^; Foxa2^tagRFP/+^ knock-in dual-reporter mESC line (Extended Data Fig. 3a). 

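The cells were profiled on 16 Affymetrix Mouse Gene ST 1.0 arrays, with 2 biological replicates in each of 8 groups. The groups were undifferentiated mESCs (ES) and cells sorted on Foxa2, T and CD24, a cell surface glycoprotein. Foxa2+ cells with low CD24 (F+CD24low, DEP) and with high CD24 (F+CD24high, definitive endoderm or DE) were taken at days 2 and 4. T+ cells with low CD24 (T+CD24low, mesoderm progenitor or MP) were taken at days 2 and 4, and those without CD24 (T+CD24neg, mesoderm or MES) at day 4. Endoderm was induced with 12 ng ml-1 activin A on feeders that express Wnt3a, and for mesoderm 3 ng ml-1 activin A and 7.5 ng ml-1 Bmp4 were added to that medium. ES cells were maintained on fibroblast feeders, and the labels give no gate for the ES arrays. The paper names the parental line G4 and the sample labels name E14.1.

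The authors normalized the arrays together by robust multichip average (RMA) and deposited 1 log2 value per probe set and array. The median of an array lay between 7.42 and 7.49, and replicate arrays correlated across probe sets at r between 0.987 and 0.994. The 32000 probe sets of highest mean were fitted with limma in 1 model with a mean for each of the 8 groups, which pools the spread of all the replicate pairs. Genes with an absolute log2 fold change above 1 and a Benjamini–Hochberg adjusted p below 0.05 were called differentially expressed, the thresholds of the paper. Genes are said to have risen or fallen, or to be higher or lower, only where they met both. Days 2 and 4 were averaged with equal weight within DE, DEP and MP. Of the probe sets kept, 20427 carried a single gene symbol, and a gene with several was read from the brightest. Gene lists were written from textbook knowledge or from the paper before the data were examined, and were tested as sets with camera at its preset correlation of 0.01 between genes. A p given with an estimated correlation uses the correlation of the list's own genes. With 2 arrays per group, the number of arrays limits the precision of each value.

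Foxa2, T and Cd24a were used to sort the cells, so their levels are no finding. The Foxa2 mRNA was higher in DE than in MES (2.84, standard error 0.18, adjusted p = 5.16e-07) and in DEP than in MP (2.69, standard error 0.15, adjusted p = 4.59e-07), and Cd24a was higher in DE than in MES (2.24, standard error 0.11, adjusted p = 5.33e-08). T was not analysed here. DE was sorted at high CD24 and MES without CD24, so every comparison of DE with MES changes the CD24 gate with the lineage. Activin A and Bmp4 were also added to the mesoderm medium, so lineage and medium cannot be told apart between endoderm and mesoderm populations.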

We differentiated the mESCs in a stepwise time-resolved manner into mesoderm and endoderm (Fig. 2g and Methods) and sorted progenitors and definitive lineages by flow sorting using the reporter (T^GFP^ and Foxa2^tagRFP^) and differential marker (CD24^neg/low/high^) expression (Extended Data Fig. 3b,c)^33^. Global transcriptional profiling at days 2 and 4 of differentiation revealed that mesoderm progenitors still express pluripotency markers (*Pou5f1*, *Nanog* and *Sox2*) and slightly upregulate mature mesoderm markers (*Tbx3* and *5*, *Mesp1* and *2* and *Hand1*) (Fig. 2h). Similarly, DEPs still express pluripotency genes and already induce the expression of mature definitive endoderm markers (*Sox17*, *Hhex*, *Dkk1* and *Cer1*) (Fig. 2h). 

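Mesoderm progenitors kept Pou5f1 and Nanog, transcription factors that maintain pluripotency, near their levels in ES cells, while Sox2, their partner in the pluripotency network, fell. The log2 fold change of MP compared with ES cells was -0.15 (95% interval -0.62 to 0.32) for Pou5f1 and -0.04 (95% interval -0.27 to 0.20) for Nanog. Sox2 fell by 1.44 (standard error 0.13, adjusted p = 1.02e-05). Of the 5 mesoderm markers, Hand1, a transcription factor of lateral and cardiac mesoderm (2.94, standard error 0.10, adjusted p = 5.69e-09), and Mesp1, which marks the earliest cardiac progenitors (1.60, standard error 0.10, adjusted p = 4.96e-07), rose. Mesp2, the paralog of Mesp1, was at 0.56 (adjusted p = 0.0193). Tbx3 was at -0.07 (adjusted p = 0.897) and Tbx5 at -0.19 (adjusted p = 0.282); both are T-box factors of heart and limb. In MES compared with MP, Tbx3 rose by 1.86, Mesp1 by 1.63 and Hand1 by 1.59, while Mesp2 (0.57, adjusted p = 0.0573) and Tbx5 (0.96, adjusted p = 2.96e-04) did not pass. Tbx5 passed there with the day 2 MP arrays alone (1.13). Sox2 (-1.71), Pou5f1 (-1.15) and Nanog (-1.13) fell in that step, although the fall of Pou5f1 no longer met both thresholds when either T+CD24neg array was left out (-1.16 and -1.14). With the day 4 MP arrays alone, the values in that step were 0.77 for Hand1, -0.87 for Nanog and -0.80 for Pou5f1, none of which passed.

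Over all probe sets, 528 were higher and 870 lower in MP than in ES cells, and 167 were higher and 150 lower in MES than in MP. The excess of lower ones in MP depends on the probe sets and thresholds. With the 16000 of highest mean 340 were higher and 380 lower, and at an adjusted p below 0.05 alone 3428 and 3260. In proportion it was larger above a log2 fold change of 2 (65 and 236) and with treat, a test against a log2 fold change of 1 (123 and 354). For MES against MP the counts were 127 and 137 with the 16000, and 675 and 750 at an adjusted p below 0.05 alone. They were 16 and 6 above a log2 fold change of 2, and 17 and 12 with treat. The count for MES against MP was 317 in all, 168 with the 5 populations as groups and 608 with the day 2 arrays of MP alone.

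Genes of naive pluripotency, the ground state of ES cells, were almost all lower in MP than in ES cells. Of 13 such genes 12 fell, led by Nr0b1 (-5.64), Dppa5a (-4.66) and Zfp42 (-4.23) (adjusted p = 0.0428 with an estimated correlation). Of 11 genes of general pluripotency 6 fell, among them Dppa2 (-4.80) and Utf1 (-2.26), both nuclear proteins of pluripotent cells (adjusted p = 0.0412 with an estimated correlation). Of 10 primitive streak genes 6 rose and 1 fell (adjusted p = 0.0224 with an estimated correlation). The streak signal Fgf8 rose by 2.85, and Lefty2, a secreted Nodal antagonist, was the gene that fell (-2.85; -4.02 and -1.68 with the day 2 and the day 4 MP arrays). Of 18 lateral and cardiac mesoderm genes 7 rose, and the set was called at the preset correlation but not with an estimated correlation (adjusted p = 0.081). Foxf1, a factor of splanchnic mesoderm, rose by 3.54 and Kdr, the Vegf receptor of blood and vessel progenitors, by 1.95 (1.27 and 2.64 on these days). Of 14 paraxial and presomitic mesoderm genes 6 rose, among them Rspo3, a secreted enhancer of Wnt signals (3.49), and Cdx2, a factor of the posterior embryo (2.84; 1.52 and 4.16) (adjusted p = 0.013 with an estimated correlation). In MES compared with MP, 9 of the 18 lateral and cardiac genes rose, or 10 when adjusted over the list alone (adjusted p = 0.0124 with an estimated correlation). The other counts were the same when adjusted over the list alone. Fibroblast genes were lower in MP than in ES cells, 18 of 24, with 18 also when adjusted over the list alone (adjusted p = 0.0221 with an estimated correlation).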

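DEPs kept Pou5f1 and Nanog while endoderm genes began to rise. Compared with ES cells, the log2 fold change was 0.16 (95% interval -0.31 to 0.63) for Pou5f1 and 0.32 (95% interval 0.09 to 0.55) for Nanog, and Sox2 fell by 1.07 (standard error 0.13, adjusted p = 1.10e-04). Without ES replicate 2 the value for Sox2 was -0.89. Of the 4 endoderm markers, Cer1, a secreted antagonist of Nodal, Bmp and Wnt (4.65, standard error 0.24, adjusted p = 1.37e-07), Dkk1, a secreted Wnt inhibitor (2.82, standard error 0.15, adjusted p = 1.55e-07), and Sox17, a transcription factor of the endoderm (1.18, standard error 0.17, adjusted p = 3.59e-04), rose. Hhex, a homeobox factor of anterior endoderm, was at 0.43 (adjusted p = 0.0127). With the day 2 DEP arrays alone, Sox17 was at 0.57, under the threshold of 1. From DEP to DE all 4 rose, by 2.26 for Cer1, 2.77 for Dkk1, 3.3 for Sox17 and 3.06 for Hhex. On days 2 and 4 Dkk1 was at 1.51 and 4.12 in DEP compared with ES cells and rose by 3.92 and 1.62 from DEP to DE. Sox2 (-3.50), Pou5f1 (-3.28) and Nanog (-2.05) fell in that step.

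Of 20 definitive endoderm genes, 10 rose and 1 fell in DEP compared with ES cells (adjusted p = 0.0225 with an estimated correlation). Lhx1, a homeobox factor of the anterior streak, rose by 3.33 and Gata6, a factor of endoderm and heart, by 2.00. From DEP to DE, 16 of the 20 rose (adjusted p = 0.0124 with an estimated correlation). Naive pluripotency genes fell in DEP compared with ES cells, 12 of 13 (adjusted p = 0.0335 with an estimated correlation). General pluripotency genes, of which 5 of 11 fell, were not called as a set with that estimate (adjusted p = 0.1 with an estimated correlation). From DEP to DE 6 of the 11 fell (adjusted p = 0.0421 with an estimated correlation). Of 10 primitive streak genes 6 rose in DEP compared with ES cells (adjusted p = 0.0219 with an estimated correlation). Fibroblast genes were lower in DEP than in ES cells, 19 of 24 (adjusted p = 0.0219 with an estimated correlation). Each of these counts was the same when adjusted over the list alone.

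DEP and MP, sorted at the same CD24 level and on the same days, differed in 265 probe sets that were higher and 302 that were lower in DEP. Counted by gene, 187 were higher and 184 lower, so the excess of lower probe sets is not seen in genes. The total was 289 with the day 2 arrays alone and 985 with the day 4 arrays alone; of the 16000 probe sets of highest mean 189 were higher and 156 lower. Among the genes of largest difference, DEPs had more Klhl4, a kelch-like protein (4.35, standard error 0.14, adjusted p = 8.06e-09), and Timp4, an inhibitor of metalloproteinases (3.60). Slc27a2, a fatty acid transporter (3.37), Lefty1, a Nodal antagonist (3.08), Ikzf1, a zinc finger factor (3.04) and Trh, a hormone precursor (2.99), were also higher. Srgn, a proteoglycan of secretory granules, had the largest value and a wide error (4.71, standard error 0.68, adjusted p = 7.09e-04). The call of Cubn, an endocytic receptor (2.55, standard error 0.56, adjusted p = 0.0122), was lost without F+CD24low D2 replicate 1 or T+CD24low D2 replicate 2 (2.38 and 2.43); it was at 4.49 with the day 2 arrays alone and at 0.61, under the threshold, with those of day 4. MPs had more Foxf1 (-4.10, standard error 0.10, adjusted p = 6.55e-10), Wnt5a, a non-canonical Wnt ligand (-3.91), AU015836, a transcript of unknown role (-3.52), and Meis2, a homeobox factor (-3.23). Parp12, a mono-ADP-ribosyltransferase (-3.10), Msx2, a target of Bmp signals (-2.89), Nrp2, a semaphorin and Vegf co-receptor (-2.88), Cdx2 (-2.82), Hand1 (-2.79) and Hmcn1, an extracellular matrix protein (-2.66), were also lower in DEP. Hmcn1 has many probe sets, with values from -0.46 to -2.90. Several of these moved with the day, and on days 2 and 4 Slc27a2 was at 1.84 and 4.91, Lefty1 at 4.61 and 1.54, Wnt5a at -2.56 and -5.25, Cdx2 at -1.56 and -4.08 and Hmcn1 at -1.38 and -3.93. These genes were named only where every DEP array lay on the same side of every MP array, which held for 3641 of the 32000 probe sets. Chance alone gives 2.86% of the probe sets.

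By list, 11 of 18 lateral and cardiac mesoderm genes were lower in DEP than in MP (adjusted p = 0.013 with an estimated correlation), and so were 3 of 14 paraxial and presomitic genes (adjusted p = 0.0124 with an estimated correlation). Of 13 Bmp target genes 6 were lower, among them Id2 (-2.73) and Id1 (-2.44), inhibitors of basic helix–loop–helix factors (adjusted p = 0.013 with an estimated correlation). Of 11 targets of Nodal and activin 5 were higher, among them Lefty2 (2.51) and Gsc, a homeobox factor of the organizer (1.31) (adjusted p = 0.0195 with an estimated correlation). Bmp4 was added to the mesoderm medium alone, and the activin A added differed too. The Bmp and Nodal lists therefore cannot separate lineage from medium. Of 7 genes of primordial germ cells 3 were lower, the transcription factors Prdm1 (-2.19), Tfap2c (-2.04) and Prdm14 (-1.50) that specify them (adjusted p = 0.0147 with an estimated correlation). Of 20 definitive endoderm genes 6 were higher and 2 lower, among the latter Cpm, a carboxypeptidase (-2.36). The set was called at the preset correlation but not with an estimated correlation (adjusted p = 0.106). Neither Prdm14 (-0.80) nor Cpm (-0.65) passed with the day 2 arrays alone. Lefty2 was at 3.50 and 1.53 and Tfap2c at -1.22 and -2.87 on days 2 and 4. The counts were the same when adjusted over the list alone.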

Next, we tested whether EMT transcription factors are expressed during mesodermal and endodermal lineage acquisition in vitro. During mesoderm differentiation, EMT transcription factor genes (*Zeb1* and *2*, *Mesp1* and *2* and *Snail1*) are already expressed in mesoderm progenitors and further upregulated in mesoderm, while DEP and definitive endoderm do not upregulate EMT transcription factor genes (Fig. 2h). 

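None of the 6 EMT transcription factors of Fig. 2h rose in DEP or in DE compared with ES cells. Snai1 (Snail1), which represses E-cadherin, was at a log2 fold change of 0.02 (95% interval -0.28 to 0.31) in DEP and 0.05 (95% interval -0.24 to 0.34) in DE. Mesp1 was at 0.00 (95% interval -0.21 to 0.21) in DEP and 0.18 (95% interval -0.04 to 0.39) in DE, and Mesp2 at 0.06 (95% interval -0.27 to 0.39) and 0.05 (95% interval -0.27 to 0.38). The zinc finger repressor Zeb1 fell by 1.92 in DEP and by 2.31 in DE. Its paralog Zeb2 was at -0.39 in DEP and fell by 1.44 in DE (adjusted p = 7.66e-05). Snai2, a relative of Snai1, fell by 2.73 in DE. These falls stand beside fibroblast genes that were higher on the ES arrays: of 24, 18 were lower in DE than in ES cells, with 18 also when adjusted over the list alone (adjusted p = 0.0335 with an estimated correlation).

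In the mesoderm series, Snai1 was at 0.94 in MP compared with ES cells (adjusted p = 3.57e-04), just under the threshold of 1, and rose in MES compared with MP (1.24, standard error 0.13, adjusted p = 2.08e-04). Zeb1 was lower in MP than in ES cells (-1.01, standard error 0.21, adjusted p = 0.00454) and rose from MP to MES (1.26, standard error 0.21, adjusted p = 0.00407). Zeb2 was at 0.50 (adjusted p = 0.0751) in MP compared with ES cells and at 0.90 (adjusted p = 0.0135) in MES compared with MP. The call of Zeb1 from MP to MES was lost without T+CD24neg replicate 2 (1.08). With the day 4 MP arrays alone Zeb1 passed in neither comparison, at -0.32 with ES cells and 0.57 with MES, against -1.70 and 1.95 with those of day 2. Snai1 passed in MP compared with ES cells with the day 2 arrays alone (1.09), without ES replicate 1 (1.12), and at 1.00 without T+CD24low D2 replicate 1 or T+CD24low D4 replicate 2. The call of Zeb1 in MP compared with ES cells was lost without ES replicate 1, T+CD24low D2 replicate 2 or T+CD24low D4 replicate 2 (highest -0.60).

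Compared with MES, DE had less Snai1 (-2.13, standard error 0.13, adjusted p = 4.46e-07), Zeb2 (-2.84), Zeb1 (-2.56), Mesp1 (-3.06) and Mesp2 (-1.08). The call of Mesp2 was lost without T+CD24neg replicate 1 (-0.81). Snai2 was at -0.66 (adjusted p = 0.0687) and Twist1, a basic helix–loop–helix factor of mesoderm, at -0.84 (adjusted p = 0.0444). Twist1 passed without F+CD24high D2 replicate 2 (-1.03), and with the day 4 DE arrays alone both passed (-1.18 for Snai2 and -1.50 for Twist1). As a set with Twist1, 5 of the 7 were lower in DE than in MES, or 5 when adjusted over the list alone (adjusted p = 0.0335 with an estimated correlation). The paper shows all but Twist1 on these same arrays, so the count is not independent of its heatmap. Compared with MP, DEP had less Mesp1 (-1.60). Snai1 (-0.92, adjusted p = 1.56e-04), Zeb1 (-0.91, adjusted p = 0.00429) and Zeb2 (-0.88, adjusted p = 0.00202) lay just inside the threshold of 1. Zeb1 was at -0.45 with the day 2 arrays alone and passed with those of day 4 (-1.38), whereas Zeb2 passed at day 2 (-1.17) and was at -0.60 at day 4.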

In vitro endoderm differentiations confirmed the absence of Snail1 protein in DEPs and definitive endoderm (Extended Data Fig. 4a,b and Methods). Furthermore, *E-cadherin* and *N-cadherin* mRNA and protein were maintained or upregulated, respectively, during endoderm differentiation in vitro (Fig. 2h and Extended Data Fig. 4c,d), consistent with our in vivo results (Fig. 1c–f). 

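E-cadherin (Cdh1) mRNA was high in ES cells and in every Foxa2+ group, and N-cadherin (Cdh2), the cadherin of mesoderm and neural tissue, rose in the step from DEP to DE. The RMA value of Cdh1 was 12.40 ± 0.04 (SD, n = 2) in ES cells, 12.55 ± 0.09 (SD, n = 4) in DEP and 12.91 ± 0.16 (SD, n = 4) in DE. The log2 fold change compared with ES cells was 0.15 (95% interval -0.02 to 0.32) for DEP and 0.52 (95% interval 0.35 to 0.69) for DE. Mesoderm progenitors had much Cdh1 too, at 12.16 and 11.72 in T+CD24low cells at days 2 and 4. In DEP compared with MP it was at 0.34 with the day 2 arrays alone and 0.87 with those of day 4, inside the threshold of 1. In MES Cdh1 was at 10.41 ± 0.07 (SD, n = 2), lower than in ES cells (-1.99, standard error 0.09, adjusted p = 6.06e-08). Cdh2 was at -0.22 (95% interval -0.53 to 0.09) in DEP compared with ES cells. It rose in DE compared with ES cells (1.27, standard error 0.14, adjusted p = 3.05e-05) and in DE compared with DEP (1.49, standard error 0.12, adjusted p = 2.36e-06). The step from DEP to DE was 2.18 at day 2 and 0.80 at day 4, a difference with an adjusted p of 0.016 in limma. Between DE and MES, Cdh2 differed by -0.15 (95% interval -0.46 to 0.15). Without ES replicate 2 the value of Cdh2 in DE compared with ES cells was 0.96, under the threshold of 1. In DEP compared with ES cells it was 0.09 without ES replicate 1. The Cdh2 values of the ES arrays were spread (SD 0.44, n = 2), with the higher value in replicate 1. Most fibroblast genes were higher in that replicate too, and whether feeders raised Cdh2 there was not tested.

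**Figure D1:**
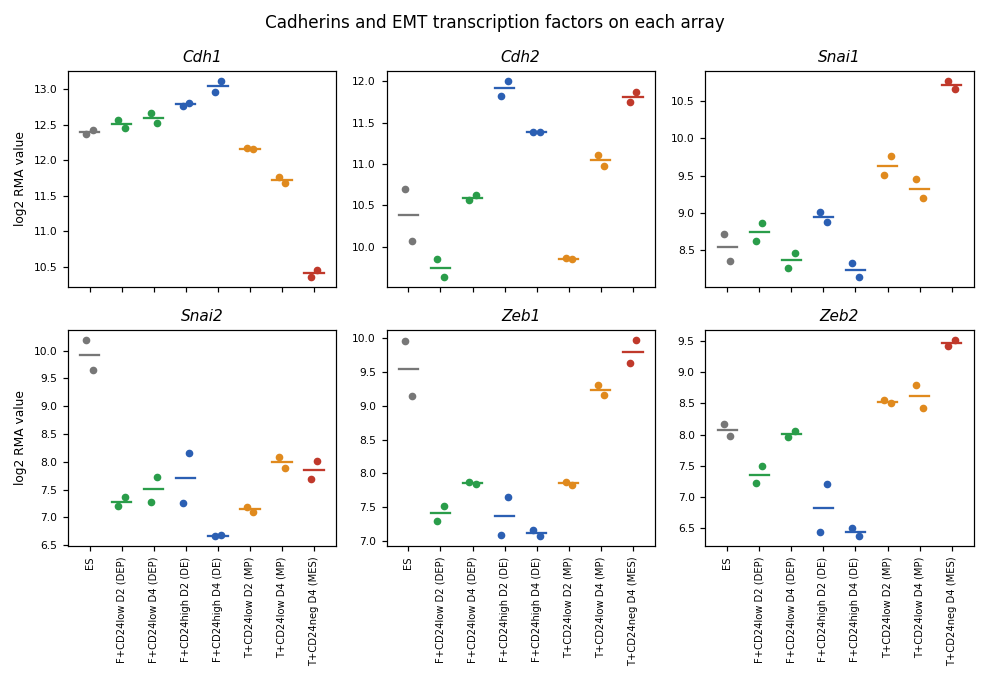
Log2 RMA values (vertical axes) of Cdh1, Cdh2, Snai1, Snai2, Zeb1 and Zeb2 in the 8 groups, named below with their population. Points are single arrays and lines the means of 2 replicates; each panel has its own vertical range, which does not start at 0, and Cdh1 is lowest in T+CD24neg D4 while Cdh2 is high both there and in F+CD24high D2.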

Using a previously generated knock-in Foxa2–H2B–Venus (Foxa2^Venus/+^) mESC transcriptional reporter line^34^, we flow sorted Foxa2^Venus low^ progenitor and Foxa2^Venus high^ definitive endoderm, which maintain the epithelial marker protein E-cadherin during differentiation (Extended Data Fig. 4e–h). Re-analysis of our previously generated RNA-seq, chromatin immunoprecipitation sequencing (ChIP-seq) data from stem cell-derived endoderm^34^ suggested that the expression of *N-cadherin* as well as *E-cadherin* is regulated by Foxa2 (Fig. 2h and Supplementary Table 1). 

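Epithelial genes were higher in DE than in mesoderm, and few of them differed between DEP and MP. DE and MES also differ in the CD24 gate, so the first difference cannot be assigned to lineage alone. Of 29 epithelial markers, 18 were higher in DE than in MES (adjusted p = 0.0195 with an estimated correlation). The tight junction proteins Cldn6 (4.25, standard error 0.12, adjusted p = 1.70e-09), Ocln (3.10) and Cldn7 (2.86) and Rab25, a GTPase of apical recycling (3.16), had the largest differences, and E-cadherin was higher too (2.50, standard error 0.08, adjusted p = 2.16e-09). In DE compared with ES cells 11 of the 29 rose and 1 fell, beside the fibroblast genes that were lower in the same comparison. The keratins Krt18 (3.59), Krt8 (2.95) and Krt19 (2.20) and the desmosome protein Dsp (2.29) rose most. The set was called at the preset correlation but not with an estimated correlation (adjusted p = 0.0781). Larger values of these genes than in ES cells were not particular to endoderm. Krt18 was at 9.43 in ES cells and at 11.29 and 12.10 in T+CD24low cells at days 2 and 4. Krt8 was at 10.45, 11.68 and 12.81 in these groups, Krt19 at 7.67, 8.56 and 9.79, and Dsp at 9.24, 10.77 and 11.42. From DEP to DE 4 rose, Krt19 (1.23), Dsp (1.20), Krt8 (1.13) and Krt18 (1.05), and again the set was called at the preset correlation but not with an estimated correlation (adjusted p = 0.0996). The call of Krt18 in that step was lost without F+CD24high D2 replicate 1 or F+CD24low D2 replicate 2 (lowest 0.94) and with the day 4 arrays alone (0.93). Between DEP and MP, Cldn6 (1.58), Rab25 (1.51) and Ocln (1.21) were higher in DEP, 3 of the 29 (adjusted p = 0.1 with an estimated correlation). None of these passed with the day 2 arrays alone, at 0.97, 0.61 and 0.78. From MP to MES 10 of the 29 fell (adjusted p = 0.0195 with an estimated correlation). St14, a membrane serine protease of epithelia, fell by 1.78 in that step, and Cdh1 by 1.53. Each count was the same when adjusted over the list alone.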

Taken together, nascent endoderm expresses epithelial markers from specification to determination in vitro and in vivo. Furthermore, definitive endoderm is formed independent of an E- to N-cadherin switch and substantial upregulation of well-known EMT transcription factors, suggesting it is formed by partial EMT.

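Of 20 mesenchymal markers, 9 were lower and 1 was higher in DE than in MES. The set was called at the preset correlation but not with an estimated correlation (adjusted p = 0.295). The gelatinase Mmp2 (-3.55, standard error 0.18, adjusted p = 9.21e-08), Cdh11, a cadherin of mesenchyme (-3.45, standard error 0.37, adjusted p = 4.00e-05), and Pdgfrb, a growth factor receptor of mesenchymal cells (-3.20), were lower. The intermediate filament gene Vim was lower too (-1.39, standard error 0.22, adjusted p = 7.54e-04), and the smooth muscle actin Acta2 was the marker that was higher (1.20, standard error 0.11, adjusted p = 1.20e-05). With the day 2 DE arrays alone Vim was at -0.85 and Acta2 at 0.999, just under the threshold. The DE arrays were not alike in this list. In F+CD24high D2 it lay a median of 0.58 above replicate 1 in replicate 2, with 16 of 20 members larger there. Cdh11 was larger there by 1.92, and Mmp2 was at 8.32 against 7.38 to 7.52 on the other DE arrays. In DE compared with ES cells 12 fell and 1 rose (adjusted p = 0.242 with an estimated correlation), beside the fibroblast genes that were lower in the same comparison. Between DEP and MP, 5 of the 20 were lower in DEP (adjusted p = 0.145 with an estimated correlation), among them Fn1, the matrix protein fibronectin (-2.08). From MP to MES 6 rose (adjusted p = 0.129 with an estimated correlation). Between DE and MES the fibroblast genes were not called as a set, with 1 of 24 higher and 2 lower (adjusted p = 0.768). Each count was the same when adjusted over the list alone. From E-cadherin that is kept while N-cadherin rises, and from EMT transcription factors that are not upregulated in the endoderm, the paper proposes that definitive endoderm forms by a partial EMT.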

### The EMT transcription factor Snail1 is not required for endoderm formation

Several knockout studies have indicated redundant functions of the EMT transcription factors Zeb1 and 2 (refs. ^35,36^) and Snail2 (ref. ^37^) during gastrulation, whereas mutant embryos with alterations in Snail1 fail to downregulate E-cadherin and show defective EMT and mesoderm formation^17,18^. To test whether Snail1 function is required for definitive endoderm formation, we generated a Snail1 knockout mESC line (Extended Data Fig. 5a,b). After 3 d of definitive endoderm differentiation, we detected comparable numbers of definitive endoderm cells (Foxa2^high^/Sox17^+^) formed from both wild-type (control) and Snail1 knockout mESCs (Fig. 3a–d and Extended Data Fig. 5c–f). To analyse definitive endoderm formation in vivo, we generated completely mESC-derived embryos by tetraploid aggregation (Fig. 3e–g)^38^. This allowed us to observe nascent definitive endoderm formation (derived from mESCs) and visceral endoderm dispersal (derived from tetraploid embryos expressing membrane Tomato (mT)^39^) by means of fluorescent marker gene expression. At the early headfold stage, we observed that the visceral endoderm (mT^+^) was clearly dispersed by Snail1 knockout mESC-derived definitive endoderm (Sox17^+^), comparable to control chimeras (Fig. 3e–g). Together, these findings demonstrate that the master EMT transcription factor Snail1 is not necessary for definitive endoderm formation in vitro and in vivo.

**Fig. 3:**
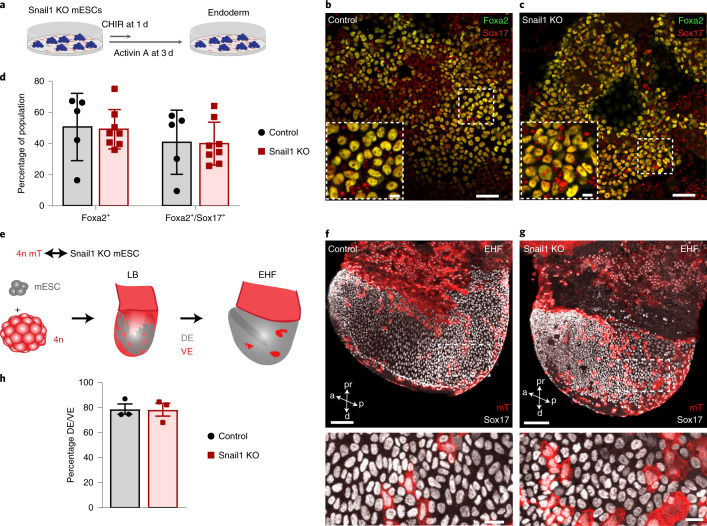
Snail1 is not required for endoderm formation. **a**, Endoderm differentiation schematic of Snail1 knockout mESCs. **b**,**c**, Immunohistochemistry of differentiated wild-type (control) (**b**) and Snail1 knockout (**c**) endoderm cells at day 3 stained for Sox17 and Foxa2. **d**, FACS quantification of Foxa2^+^ and Sox17^+^/Foxa2^+^ cells in control versus Snail1 knockout endoderm differentiations (two-tailed unpaired Student’s *t*-test (no significant difference); *n* = 5 (control); *n* = 8 (Snail1 knockout)). **e**, Schematic of the generation of tetraploid aggregation chimeras with Snail1 knockout mESCs. EHF, early headfold stage. LB, late bud stage. 4n, tetraploid. **f**,**g**, Maximum projection from confocal images of wild-type (control) (**f**) and Snail1 knockout chimeric embryos (**g**) stained for RFP (mT) and Sox17, showing the dispersal of visceral endoderm (mT^+^) by Snail1 mutant or wild-type definitive endoderm cells. The bottom images show magnified views of the areas highlighted by dashed white rectangles in the images above. **h**, Quantification of formed definitive endoderm over visceral endoderm in wild-type (control) and Snail1 mutant embryos at the early headfold stage (two-sided unpaired Student’s *t*-test (no significant difference); *n* = 3 embryos each). All samples were derived from biologically independent experiments. The images in **b** and **c** are representative of five independent differentiations each. The images in **f** and **g** are representative of three embryos each. The data are presented as mean values ± s.e.m. Scale bars, 50 µm (insets, 10 µm). Source data

### Foxa2 suppresses a complete EMT during endoderm formation

To better understand how definitive endoderm is formed during gastrulation, we investigated the role of Foxa2, which has been shown to be crucially important for the formation of epithelial lineages (that is, ADE and AME)^9,10^. For this purpose, we used our previously established knock-in/knockout Foxa2 reporter line for endoderm differentiations and re-analysed our RNA-seq and ChIP-seq datasets^34^. As predicted, we observed a lack of definitive endoderm formation and mature marker expression using the homozygous Foxa2^Venus/Venus^ compared with heterozygous Foxa2^Venus/+^ definitive endoderm cells (Fig. 4a,b). This resembled the well-known phenotype of Foxa2 mutant embryos^9–11,35^. Interestingly, we noted that, upon loss of Foxa2, EMT transcription factor genes (*Snail1*, *Mesp1*, *Tbx3* and *Zeb1* and *2*) and the EMT marker gene (*Vim*) were upregulated in Foxa2^Venus/Venus^ mutant cells (Fig. 4b–d). To analyse whether Snail1 is also upregulated in the Foxa2 lineage in vivo, we generated mESC-derived embryos using heterozygous Foxa2^Venus/+^ and homozygous Foxa2^Venus/Venus^ knock-in/knockout mESCs by tetraploid complementation (Fig. 4e–h). At the late-streak stage, the APS region was thickened due to an accumulation of Foxa2 lineage-positive cells in the Foxa2^Venus/Venus^ mESC-derived embryo (compare Fig. 4f,g)^11^. We also noticed more Venus lineage-labelled Foxa2 mutant cells with clear upregulation of the EMT transcription factor Snail1 (Fig. 4f–h). Induction of Snail1 expression in the Foxa2^Venus/Venus^ mutant lineage-labelled cells in vitro as well as in vivo implied that Foxa2 suppresses the key EMT transcription factor Snail1 to prevent E-cadherin downregulation and mesenchymal transition.

**Fig. 4:**
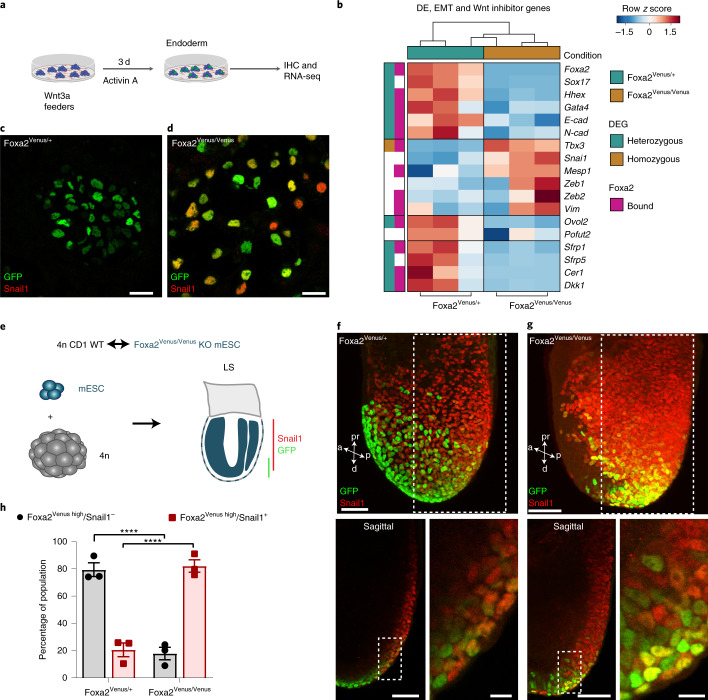
Foxa2 suppresses Snail1 in the endoderm lineage. **a**, Schematic of endoderm differentiation of Foxa2^Venus/Venus^ knockout mESCs. IHC, immunohistochemistry. **b**, Heatmap of Foxa2^Venus/+^ and Foxa2^Venus/Venus^ endoderm^34^ showing the up- and downregulation of endoderm genes, EMT activators, inhibitors and Wnt signalling inhibitors (*n* = 3 independent differentiations). The pink boxes indicate genes bound by Foxa2. The green and brown boxes mark genes with significantly different expression in Foxa2^Venus/+^ and Foxa2^Venus/Venus^ cells, respectively. **c**,**d**, Immunostainings against Venus and Snail1 of Foxa2^Venus/+^ control (**c**) and Foxa2^Venus/Venus^ knockout mESCs (**d**) differentiated under endoderm conditions for 3 d. **e**, Schematic of aggregation chimeras generated with Foxa2^Venus/+^ and Foxa2^Venus/Venus^ mESCs. LS, late-streak stage; WT, wild type. **f**,**g**, Maximum projections (top) and single optical sections (bottom) from confocal images of Foxa2^Venus/+^ (**f**) and Foxa2^Venus/Venus^ late-streak stage mESC tetraploid aggregation chimeras (**g**) stained for Venus and Snail1. **h**, Quantification of Venus^high^ and Snail1^+^ or Snail1^–^ cells in Foxa2^Venus/+^ and Foxa2^Venus/Venus^ aggregation chimeras (****P < 0.0001; ordinary one-way analysis of variance with Tukey’s multiple comparisons test; *n* = 3 embryos). Statistically non-significant results are not indicated in the figure. All samples were derived from biologically independent experiments. The images in **c** and **d** are representative of four independent endoderm differentiations. The images in **f** and **g** are representative of three embryos each. The data are presented as mean values ± s.e.m. Scale bars, 50 µm (insets, 10 µm). Source data

### Foxa2 serves as an epithelial gatekeeper in the endoderm

TGF-β and nodal and canonical Wnt/β-catenin signalling activates EMT transcription factors and initiates gastrulation^40–42^. Recently, it was shown in different cancer and epithelial cell lines that the EMT key regulator Snail1 is induced by the TGF-β ligand 1 (ref. ^43^) and Wnt/β-catenin activation by Gsk3β inhibition^37,44,45^. In FVF^high^ transitory progenitors and definitive endoderm, we did not observe substantial upregulation of Snail1 expression and synthesis (Figs. 1 and 2); however, in homozygous Foxa2^Venus/Venus^ mutant cells, Snail1 was highly expressed (Fig. 4c–h), suggesting that Foxa2 is a potential repressor of Snail1. However, ChIP-seq analysis of definitive endoderm cells revealed that *Snail1* *cis*-regulatory elements are not directly bound by Foxa2 (Fig. 2h and Supplementary Table 1)^34^. 

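Wnt3, the ligand that starts the primitive streak, was lower in DE than in MES (-1.34, standard error 0.12, adjusted p = 8.48e-06). With the day 2 DE arrays alone it was at -0.88. It was higher in DE than in ES cells (1.51, standard error 0.12, adjusted p = 2.17e-06), as it was in MP (2.59, standard error 0.12, adjusted p = 6.70e-08). Apc, a scaffold of the complex that degrades β-catenin, was at -0.31 (95% interval -0.51 to -0.10) in DE compared with MES and at 0.00 (95% interval -0.17 to 0.16) in DEP compared with MP. Of 19 Wnt ligands, 3 were lower and 1 was higher in DE than in MES, and the set was not called (adjusted p = 0.255; adjusted p = 0.646 with an estimated correlation). The non-canonical ligand Wnt5a had the largest difference (-4.46, standard error 0.10, adjusted p = 4.27e-10). Wnt8a, a ligand of the posterior streak, was lower (-1.22), and Wnt11, another non-canonical ligand, was the one that was higher (1.17; 0.98, under the threshold, with the day 4 DE arrays alone). Of 15 canonical Wnt target genes, 7 were lower in DE than in MES. The set was called at the preset correlation (adjusted p = 1.81e-05) and missed the threshold with an estimated correlation (adjusted p = 0.0519). Rspo3 (-4.02), Lef1, a transcription factor that pairs with β-catenin (-3.55), Cdx2 (-2.71) and Tnfrsf19, a receptor of the tumour necrosis factor family (-2.35), had the largest differences. Axin2, a feedback inhibitor and target of the pathway, was at -0.89 (adjusted p = 3.24e-04) in DE compared with MES, -0.21 with the day 2 DE arrays alone and -1.56, past the threshold, with those of day 4. In DEP compared with MP, 2 of the 15 targets, Rspo3 and Cdx2, were lower (adjusted p = 0.0412 with an estimated correlation). Rspo3 and Cdx2 are also in the paraxial and presomitic mesoderm list, so these lists are not independent evidence in either comparison. Wnt3 was at -0.92 in DEP compared with MP (adjusted p = 7.81e-05). Each count was the same when adjusted over the list alone. The pathway genes Ctnnb1 (0.52), Gsk3b (-0.23) and Axin1 (-0.11) stayed inside the threshold of 1 in DE compared with MES.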

Next, we analysed the activity of Wnt signalling genes and observed that canonical Wnt ligands and its targets, such as *Wnt3* and *APC*, are not upregulated in definitive endoderm, in contrast with T^+^ mesoderm, which highly expresses these genes (Fig. 5a,b). Interestingly, secreted inhibitors of the canonical Wnt/β-catenin pathway (*Cer1*, *Dkk1* and *Srfp1* and *5*) are highly upregulated in definitive endoderm but downregulated in Foxa2^Venus/Venus^ knockout cells (Figs. 4b and 5a,b). 

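All 4 secreted inhibitors were higher in DE than in MES and in ES cells. In DE compared with MES the values were 6.68, standard error 0.24, adjusted p = 6.18e-09 for Cer1 and 4.26, standard error 0.20, adjusted p = 4.29e-08 for Sfrp5. They were 4.00, standard error 0.15, adjusted p = 7.52e-09 for Dkk1 and 2.68, standard error 0.17, adjusted p = 5.25e-07 for Sfrp1, and Sfrp1 and Sfrp5 are decoy receptors that bind Wnt ligands. Compared with ES cells, Cer1 rose by 6.91, Dkk1 by 5.59, Sfrp5 by 4.32 and Sfrp1 by 2.25. The RMA value of Cer1 reached 12.97 ± 0.40 (SD, n = 4) in DE against 6.30 ± 0.29 (SD, n = 2) in MES. In DEP compared with MP, Cer1 (4.16), Dkk1 (1.97) and Sfrp1 (1.35) were already higher, and Sfrp5 was at 0.84 (adjusted p = 0.00531). Between DEP and MP, Dkk1 was at 0.90 with the day 2 arrays alone, and Sfrp1 at 0.89 with the day 4 arrays alone, where Sfrp5 passed (1.67). Of 14 secreted Wnt inhibitors, a list that holds these 4, 6 were higher and 1 was lower in DE than in MES (adjusted p = 0.0263 with an estimated correlation). Between DEP and MP, 3 of the 14 were higher in DEP (adjusted p = 0.0329 with an estimated correlation). The counts were the same when adjusted over the list alone. The paper shows the 4 on these same arrays, so their direction here is not independent evidence.

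**Figure D2:**
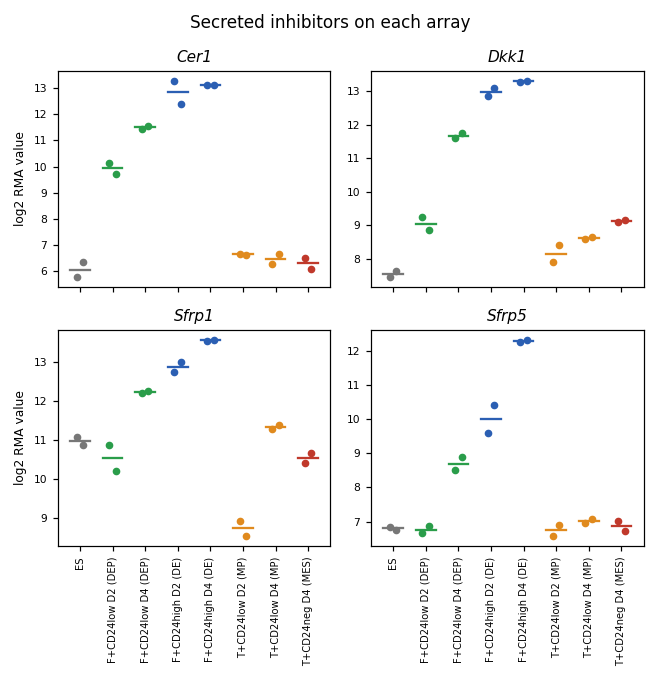
Log2 RMA values (vertical axes) of Cer1, Dkk1, Sfrp1 and Sfrp5 in the 8 groups, named below with their population. Points are single arrays and lines the means of 2 replicates; each panel has its own vertical range, which does not start at 0, and all 4 genes are higher on the F+CD24high arrays than on the T+CD24neg and ES arrays.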

Further analysis of the ChIP-seq data suggested that several of the secreted inhibitors of the canonical Wnt/β-catenin pathway are directly regulated by Foxa2, such as Cer1 (Fig. 5b and Supplementary Table 1). During gastrulation, we observed downregulation of Wnt ligands (*Wnt3* and *Wnt3a*) and the target gene (*Lef1*), as well as upregulation of secreted Wnt inhibitors (*Cer1*, *Dkk1* and *Sfrp1* and *5*) in the transition from the posterior epiblast to transitory progenitors and definitive endoderm (Fig. 5d,e). Interestingly, the AVE and ADE marker protein Cer1 is already upregulated in Foxa2^high^ transitory progenitors and definitive endoderm at the posterior side of gastrula embryos (Figs. 5f and 6a,b), which correlates with the downregulation of the Wnt target gene and transcription factor Lef1 (Fig. 6a–d). In line with our Foxa2 knockout results from in vitro differentiations (Fig. 4b), we also observed a lack of Cer1 expression in Venus^+^ lineage-labelled cells of Foxa2^Venus/Venus^ aggregation chimeras (Fig. 5g) and concomitant upregulation of the Wnt target gene *Lef1* and the EMT transcription factor Snail1 (Fig. 6e–g). These results suggest that Foxa2 directly induces the expression of Wnt inhibitors and thereby indirectly inhibits Wnt/β-catenin signalling and target genes, such as *Lef1* and *Snail1* (Fig. 6h)^37,44–47^.

**Fig. 5:**
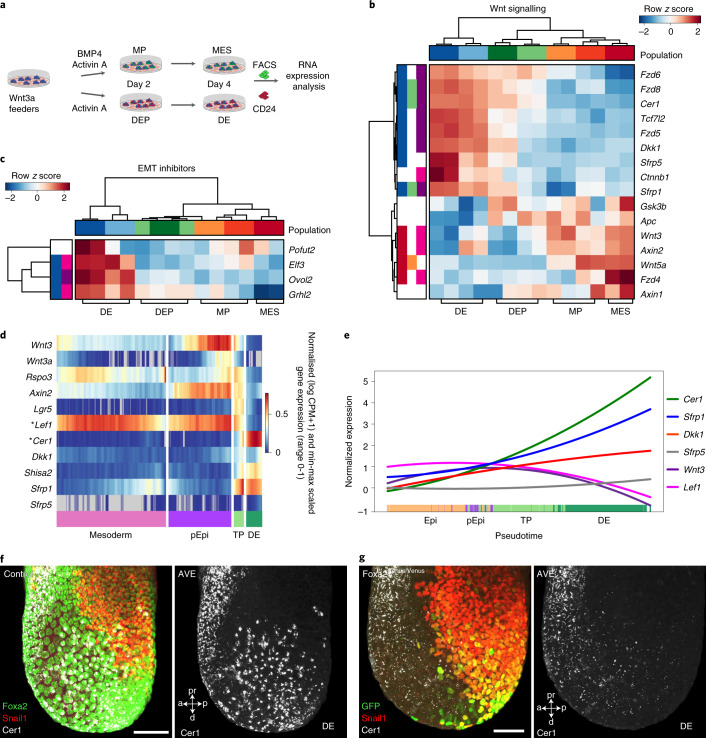
Foxa2 activates Wnt inhibitors in endoderm. **a**, Schematic of endoderm and mesoderm differentiation of T^GFP/+^; Foxa2^tagRFP/+^ mESCs. **b**, Heatmap of FACS-sorted endodermal and mesodermal subpopulations expressing different levels of CD24 at days 2 and 4, showing RNA expression levels of canonical Wnt signalling genes. **c**, Heatmap of endoderm and mesoderm from differentiations of T^GFP/+^; Foxa2^tagRFP/+^ cells, showing upregulation of EMT suppressors in endoderm. In **b** and **c**, the coloured boxes to the left indicate genes that were differentially expressed in DEP versus mesoderm progenitor (green and orange, respectively) or definitive endoderm versus mesoderm (blue and red, respectively) and whether Foxa2 binds (pink) or binds and regulates them (purple). **d**, Clustered heatmap showing the smoothed (sliding window of *n* = 100 cells) and scaled gene expression of Wnt signalling genes in mesoderm (paraxial mesoderm, intermediate mesoderm, LPM and nascent endothelium), posterior epiblast, transitory progenitors and definitive endoderm. **e**, Quadratic spline plots showing genes involved in activation and inhibition of Wnt signalling along diffusion pseudotime from epiblasts to posterior epiblasts to transitory progenitors to definitive endoderm. **f**,**g**, Maximum projections of control (representative of six embryos) (**f**) and Foxa2^Venus/Venus^ knockout (representative of eight embryos) (**g**) late-streak-stage aggregation embryos immunostained for GFP or Foxa2, Snail1 and Cer1. All samples were derived from biologically independent experiments. All shown confocal images are single planes of a z stack unless otherwise stated. Scale bars, 50 µm.

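Wnt receptors went both ways between endoderm and mesoderm. Fzd8 (4.33, standard error 0.20, adjusted p = 4.30e-08), Fzd5 (3.96, standard error 0.16, adjusted p = 1.13e-08) and Fzd6 (1.59), which are Wnt receptors, and the receptor kinase Ror1 (2.17) were higher in DE than in MES, and Fzd4 (-1.38) was lower. Tcf7l2, a transcription factor that acts with β-catenin, was higher (2.61, standard error 0.15, adjusted p = 2.19e-07). Of 15 Frizzled receptors and Wnt co-receptors, 4 were higher and 2 lower, also when adjusted over the list alone, and the set was not called (adjusted p = 0.3; adjusted p = 0.625 with an estimated correlation). In DEP compared with MP, Fzd8 (1.66) and Fzd5 (1.15) were higher, and Fzd6 was at 0.61, Fzd4 at -0.05 and Tcf7l2 at 0.93. With the day 2 arrays alone Fzd5 was at 0.50, and Tcf7l2 passed with the day 4 arrays alone (1.42) and without T+CD24low D4 replicate 1 (1.04). Of the 16 genes of Fig. 5b, 8 were higher and 3 lower in DE than in MES, or the same when adjusted over the list alone (adjusted p = 0.0682 with an estimated correlation). Since the paper shows these on the same arrays, they are not independent evidence.

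Over all probe sets, 673 were higher and 729 lower in DE than in MES, and 525 and 496 of the 16000 of highest mean. Counted by gene, 599 were higher and 512 lower. The total was 1196 when the day 2 DE arrays alone were set against MES and 1882 with the day 4 DE arrays. Cer1 was the gene of largest difference. Among the genes higher in DE, Pga5, a pepsinogen (6.01, standard error 0.16, adjusted p = 8.82e-10), and Gpc4, a cell surface proteoglycan that binds growth factors (5.56, standard error 0.14, adjusted p = 8.29e-10), came next. Spink1, a protease inhibitor (5.33), Pilra, an immunoglobulin-like receptor (5.23), Irs4, an adaptor of insulin signalling (5.10), Tph1, an enzyme of serotonin synthesis (4.95), and the forkhead factors Foxq1 (4.68) and Foxa1 (4.49) were also higher. Srgn was higher with a wide error (5.19, standard error 0.83, adjusted p = 8.16e-04). Its RMA value was 7.98 in F+CD24high D2 replicate 1 and between 12.33 and 13.02 on the other DE arrays. Mesoderm had more Foxf1 (-6.02, standard error 0.12, adjusted p = 2.96e-10) and Bmp4, the ligand that patterns mesoderm (-4.67, standard error 0.27, adjusted p = 2.76e-07). Pmp22, a membrane protein of myelin (-4.50), Anpep, an aminopeptidase (-4.33), Hand1 (-4.24), Kdr (-4.14) and Irgm1, an interferon-induced GTPase (-4.09), were also lower in DE. These genes were named only where every DE array lay on the same side of every MES array, which held for 10783 of the 32000 probe sets. Chance gives 13.3% with 4 arrays against 2.

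By list, 16 of 20 definitive endoderm genes were higher and 1 lower in DE than in MES (adjusted p = 0.0124 with an estimated correlation). Of 18 lateral and cardiac mesoderm genes 12 were lower (adjusted p = 0.0219 with an estimated correlation), and of 14 paraxial and presomitic genes 6 (adjusted p = 0.0263 with an estimated correlation). Of 13 Bmp targets 9 were lower (adjusted p = 0.0219 with an estimated correlation). Bmp4 had been added to the mesoderm medium alone, so lineage and medium cannot be told apart here. Of 11 Nodal and activin targets 6 were higher and 2 lower, and the set was called at the preset correlation but not with an estimated correlation (adjusted p = 0.191). Each count was the same when adjusted over the list alone.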

**Fig. 6:**
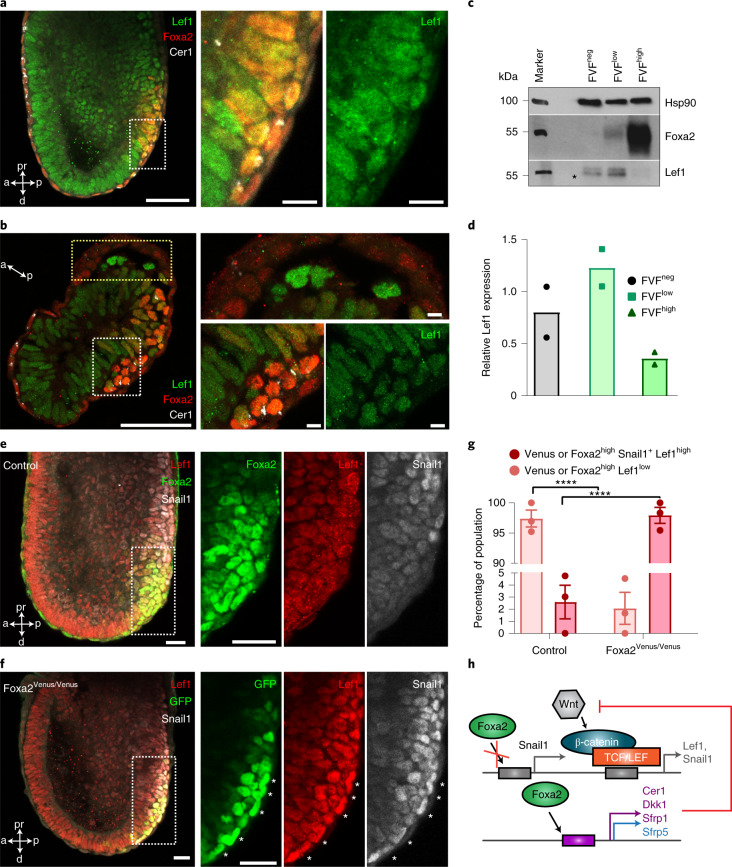
Foxa2 indirectly suppresses Wnt signalling in endoderm. **a**,**b**, Confocal image of a mid-streak-stage embryo (**a**) and a transverse section through the epiblast of a mid-streak-stage embryo (**b**) immunostained for Foxa2, Lef1 and Cer1. **c**,**d**, Western blot analysis (**c**) and quantification (**d**) of Lef1 from FACS-sorted FVF^neg^, FVF^low^ and FVF^high^ cells of *n* = 36 and *n* = 122 FVF embryos (*n* = 2 experiments). The asterisk marks unspecific bands. **e**,**f**, Representative confocal images of control (**e**) and Foxa2^Venus/Venus^ knockout late-streak-stage aggregation chimeras (**f**) immunostained for Foxa2/GFP, Lef1 and Snail1. **g**, Quantification of Venus or Foxa2^high^ cells colocalizing with either Snail1 and Lef1^high^ or Lef1^low^ in control versus Foxa2 knockout aggregation embryos (****P < 0.0001; ordinary one-way analysis of variance with Tukey’s multiple comparison test; *n* = 3 embryos). The data are presented as mean values ± s.e.m. Statistically non-significant results are not indicated in the figure. **h**, Schematic illustrating how Foxa2 inhibits a full EMT in endoderm. Foxa2 directly (purple) or indirectly (blue) controls the expression of Wnt inhibitors. The purple and grey boxes represent the transcription factor-binding sites of gene specific promoters. TCF/LEF, T-cell factor/lymphoid enhancer factor. All samples were derived from biologically independent experiments. The images in **a**,**b**,**e** and **f** are representative of six, three, three and three embryos, respectively. All shown confocal images are single planes of a z stack unless otherwise stated. Scale bars, 50 µm (insets, 10 µm). Source data

To test whether inhibition of canonical Wnt signalling represses Snail1 expression and promotes epithelial endoderm formation, we differentiated T^GFP/+^; Foxa2^tagRFP/+^ mESCs for 1 d with addition of the Gsk3β inhibitor CHIR and activin A to induce endoderm formation (Extended Data Fig. 6a–d). Next, we supplemented the medium with the Wnt inhibitor Dickkopf 1 (DKK1) or the Wnt ligand secretion inhibitor IWP2 for the following 2 d. The cells treated with Wnt inhibitors showed decreased Snail1 expression compared with control cells, which was expected and confirmed that Snail1 is a Wnt/β-catenin target gene^37,44,45^. Interestingly, the Foxa2^+^/Sox17^+^ definitive endoderm population was increased from ~11 to ~51% in DKK1-supplemented cultures and ~60% in IWP2-supplemented cultures (Extended Data Fig. 6e–g). Altogether, these results show that Foxa2 activates Wnt/β-catenin inhibitors to indirectly repress *Snail1* expression to promote progenitor differentiation towards an epithelial endodermal fate in vitro and in vivo.

During endoderm formation, Foxa2 regulates a molecular program to induce and maintain endodermal polarization and epithelialization^11,48^. Consistently, we observed that FVF^high^ transitory progenitors and FVF^high^/Sox17^+^ definitive endoderm descendants do not undergo a complete EMT–MET cycle, but instead acquire epithelial cell plasticity to change their morphology from a columnar- to a squamous-shaped epithelium (Figs. 1 and 2, Extended Data Fig. 1a and Supplementary Video 1)^11,29,30^. Interestingly, we found upregulation of several EMT suppressors, such as *GRHL2* (refs. ^49,50^), *Ovol2* (ref. ^51^), *Pofut2* (ref. ^52^) and *Elf3* (ref. ^53^) in endoderm compared with mesoderm (Fig. 5c). Furthermore, ChIP-seq data analysis suggested that *Ovol2* is bound and potentially regulated by Foxa2 (Fig. 5c and Supplementary Table 1). 

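Of the 4 EMT suppressors, 3 were higher in DE than in MES. They were Elf3, an epithelial Ets factor (2.15, standard error 0.21, adjusted p = 1.58e-05), Grhl2, a grainyhead factor that activates epithelial genes (1.97, standard error 0.15, adjusted p = 2.19e-06), and Ovol2, a zinc finger repressor of Zeb1 (1.96, standard error 0.12, adjusted p = 4.86e-07). Pofut2, an enzyme that adds fucose to secreted proteins, was at 0.11 (95% interval -0.08 to 0.30). Compared with ES cells, Elf3 rose by 1.52 and Ovol2 by 1.45 in DE, whereas Grhl2 was at -0.22 (95% interval -0.55 to 0.10). In DEP compared with MP none of the 4 was called, with Elf3 at -0.78, Grhl2 at 0.40, Ovol2 at 0.27 and Pofut2 at -0.16. With the day 4 arrays alone Elf3 was lower in DEP than in MP (-1.03, adjusted p = 0.0185). From DEP to DE Elf3 rose (2.12, standard error 0.17, adjusted p = 3.05e-06). Of a wider list of 12 suppressors, which holds these 4, 7 were higher in DE than in MES (adjusted p = 0.0124 with an estimated correlation). The others included Grhl3 (2.48) and Esrp2 (2.23) and Esrp1 (2.19), splicing factors of epithelial transcripts. The 4 of Fig. 5c, of which 3 were higher (adjusted p = 0.0277 with an estimated correlation), are shown by the paper on these arrays and are not independent evidence. The counts were the same when adjusted over the list alone. Within DE, F+CD24high D2 replicate 1 had the lowest Elf3 value and replicate 2 the lowest Grhl2 value.

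**Figure D3:**
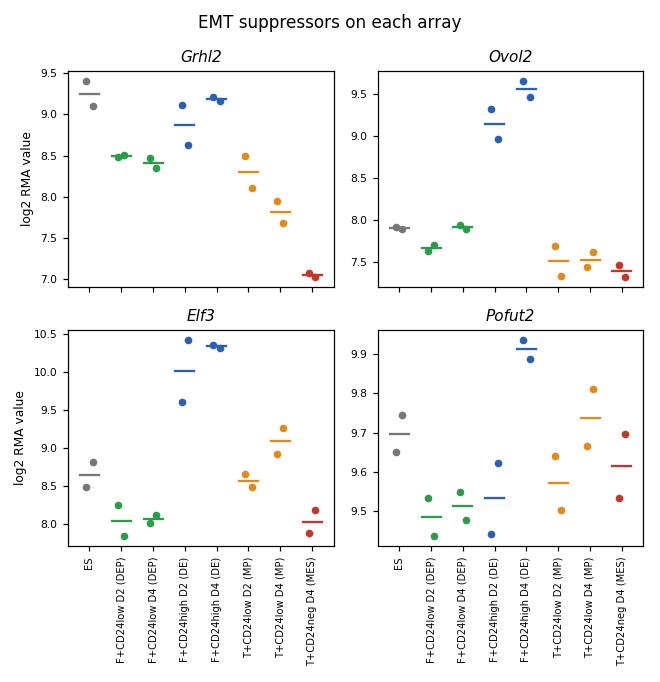
Log2 RMA values (vertical axes) of Grhl2, Ovol2, Elf3 and Pofut2 in the 8 groups, named below with their population. Points are single arrays and lines the means of 2 replicates; each panel has its own vertical range, which does not start at 0, and Grhl2 and Ovol2 are lowest in T+CD24neg D4.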

Analysis of RNA-seq data from Foxa2^Venus/+^ and Foxa2^Venus/Venus^ mESC differentiations revealed that these EMT inhibitors are downregulated upon loss of Foxa2 (Fig. 4b). Altogether, these findings show that Foxa2 not only counteracts a complete EMT in endoderm progenitors and the definitive endoderm lineage by the induction of Wnt inhibitors and EMT suppressors, but also quickly re-establishes an epithelial identity by the activation of target genes that regulate cell polarity and adhesion^11^. Thus, Foxa2 serves as an epithelial gatekeeper and EMT suppressor during endoderm formation.

### Dynamic molecular changes drive endoderm differentiation

Finally, to understand how the definitive endoderm is formed on the morphogenetic level, we analysed and verified our time-resolved and lineage-mapped scRNA-seq data. We first compared differences of the anterior versus posterior epiblast epithelium. This disclosed lower expression of apical–basal polarity (*Crb3*, *Ezr* and *EBP50*) and tight junction genes (*Cldn6* and *7*) (Extended Data Fig. 7a,b). Both adherens junction E-cadherin and the tight junction protein Claudin7 were less abundant in posterior epiblast cells, and Claudin7 appeared in the cytoplasm and less at the plasma membrane (Fig. 7a,b and Extended Data Fig. 7c). Next, we compared Foxa2^−^ with Foxa2^+^ posterior epiblast cells (Extended Data Fig. 7a,d). Foxa2^+^ posterior epiblast cells showed a distinct transcription factor gene expression profile (*Foxa2*, *Eomes*, *Mixl1*, *Lhx1* and *Gsc*), but also particularly high expression of metalloproteinase genes (*Adamts9*, *Adam19* and *Mmp14*) involved in basement membrane remodelling and morphogenetic dynamics during gastrulation^54^. Interestingly, the high expression of metalloproteinases was maintained in Foxa2^high^ transitory progenitors (Fig. 7) and correlated with basement membrane remodelling in Foxa2^+^ posterior epiblasts (Fig. 7 and Extended Data Fig. 7e–g). Interestingly, we observed a transient downregulation of apical–basal polarity (*Ezr*, *Crb3*, *EBP50*, *Pard6b* and *Scribble*) and tight junction genes (*Cldn6* and *7*) and proteins in the endoderm transition from Foxa2^low^ posterior epiblast to Foxa2^high^ transitory progenitors and definitive endoderm (Fig. 7 and Extended Data Fig. 7h), probably due to a lack of basement membrane polarity cues. Altogether, the transition of columnar Foxa2^low^ posterior epiblast through Foxa2^high^ transitory progenitors to squamous Foxa2^high^/Sox17^+^ definitive endoderm shows several attributes of an epithelial cell plasticity program, including simultaneous expression of E- and N-cadherin and transient downregulation of polarity and adherens junction and tight junction proteins, best defined by a partial EMT^20,55^.

**Fig. 7:**
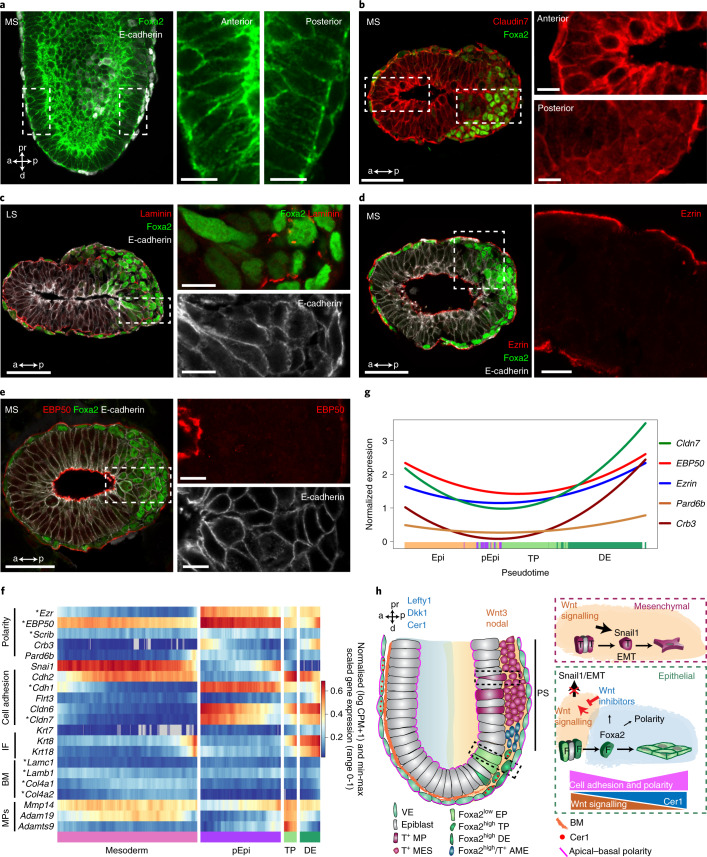
Epithelial cell plasticity drives endoderm formation. **a**, Representative image of a mid-streak-stage embryo stained for Foxa2 and E-cadherin. **b**–**e**, Transverse sections through the epiblasts of wild-type mid- and late-streak-stage embryos immunostained for Foxa2 and Claudin7 (**b**), Foxa2, laminin and E-cadherin (**c**), Foxa2, Ezrin and E-cadherin (maximum projection) (**d**) and Foxa2, EBP50 and E-cadherin (**e**). **f**, Clustered heatmap showing the smoothed (sliding window of *n* = 100 cells) and scaled gene expression of polarity, cell adhesion, intermediate filaments (IF), basement membrane (BM) and metalloproteinases (MPs) in mesoderm (paraxial mesoderm, intermediate mesoderm, LPM and nascent endothelium), posterior epiblasts, transitory progenitors and definitive endoderm. The asterisks mark genes that have been confirmed by immunohistochemistry. **g**, Quadratic spline plot showing the expression of polarity and cell adhesion genes along diffusion pseudotime from epiblast to posterior epiblast to transitory progenitors to definitive endoderm. **h**, Schematic of endoderm formation by partial EMT. All samples were derived from biologically independent experiments. The images in **a**–**d** are representative of three embryos each. All shown confocal images are single planes of a z stack unless otherwise stated. Scale bars, 50 µm (insets, 10 µm).

## Discussion

Here, we present a revised concept of germ layer formation during gastrulation (Fig. 7h). Before gastrulation is initiated, T^+^ mesoderm progenitors and Foxa2^low^ epiblast progenitors are already specified in the posterior epiblast. Mesoderm progenitors ingress into the primitive streak by a complete EMT to commit to a mesenchymal fate. In contrast, Foxa2^+^ posterior epiblasts and Foxa2^high^ transitory progenitors leave the posterior epiblast epithelium by transient upregulation of metalloproteinases, remodelling of the basement membrane and a transient downregulation of apical–basal polarity genes and proteins—features reminiscent of a partial EMT program. During this process, we observed an absence of EMT transcription factors, maintained E-cadherin expression, activation of EMT suppressors and expression of adherens junction and tight junction genes and proteins^12,13,24–28^. The co-expression of E- and N-cadherin in the nascent definitive endoderm and visceral endoderm probably increases the segregation of the endoderm from the mesoderm germ layer by differential cell adhesion, as proposed by Townes and Holtfreter in 1955^56^. Previously, we have shown that Foxa2^high^ transitory progenitors re-establish apical–basal polarity, adherens junctions and tight junctions while they start to express Sox17 and intercalate into the overlying visceral endoderm layer^11,29,30^.

Importantly, Foxa2 acts as an epithelial gatekeeper and EMT suppressor to protect endoderm progenitors from undergoing a complete mesenchymal transition. Foxa2 is necessary to prevent EMT transcription factor activation via the activation of canonical Wnt/β-catenin signalling inhibitors. Thus, these results are not only important to understand basic mechanisms of gastrulation, but also have broader implications, as EMT causes detrimental cancer metastasis. Importantly, endoderm-derived lung, pancreatic and colorectal cancers are among the most common and deadliest cancers worldwide (National Cancer Institute). So far, cancer metastasis was always associated with EMT but recent studies contradict the necessity of a complete EMT–MET cycle for the dissemination of cancer cells and for invasion and metastasis in pancreatic cancer^55,57,58^. Mechanisms of epithelial cell plasticity might allow cancer cell dissemination and metastasis and require further in-depth mechanistic studies to provide alternative targets for therapeutic intervention. In line with our basic developmental biology findings, it was shown that Foxa2 antagonizes a full EMT process in pancreatic and lung cancer^59–61^. Foxa2 is an EMT suppressor but also an epithelial gatekeeper; thus, maintaining FOXA2 expression during cancer initiation and progression will prevent a complete EMT–MET cycle and eventually cancer dissemination.

## Methods

### Mouse strains

FVF^30^, SCF × FVF^29^, mT/mG^39^ and CD-1 mice were kept and experiments were performed at the central facilities at the Helmholtz Zentrum München German Research Center for Environmental Health in accordance with German animal welfare legislation and acknowledged guidelines of the Society for Laboratory Animal Science and Federation of European Laboratory Animal Science Associations. Mice were kept under specific pathogen-free conditions in animal rooms with a light/dark cycle of 12 h/12 h, a temperature of 20–24 °C and a humidity of 45–65%. Mice received sterile filtered water and a standard diet for rodents ad libitum. For embryo generation, females at the age of ≥6 weeks and males at the age of ≥8 weeks were used.

### Cell lines

The cell lines used during this study were as follows: T^GFP/+^;Foxa2^tagRFP/+^ (ref. ^62^) G4 mESCs, FVF IDG3.2 mESCs^30^, IDG3.2 mESCs^63^, Snail1 knockout IDG3.2 mESCs and Foxa2–H2B–Venus IDG3.2 mESCs^34^.

### Gene targeting

The strategies for targeting T^GFP/+^; Foxa2^tagRFP/+^ and Snail1 knockout constructs are outlined in Extended Data Figs. 3a and 5. To generate the T^GFP/+^; Foxa2^tagRFP/+^ dual-reporter mESC line, we generated a targeting vector where the open reading frame (ORF) of Foxa2 in exon 3 was fused to the ORF of the red fluorescent protein (RFP) tagRFP, followed by a phospho-glycerate kinase promoter-driven Neomycin (Neo) resistance gene cassette flanked by two loxP sites. The plasmid construct was introduced by electroporation into an available T-GFP knock-in mESCs line, in which the Brachyury expression was disrupted by insertion of a green fluorescent protein (GFP) mini gene^62^. Neo-resistant clones were analysed by Southern blot and PCR with the primers EP064, EP397, EP398 and EP1320 (Supplementary Table 2).

To generate Snail1 knockout mESCs, we designed a targeting vector that replaced the Snail1 ORF by an H2B–Venus–Intron–polyA Neo cassette^64^. Two guide RNAs (gRNAs) were designed to cut around the start codon of Snail1 (gRNAs 101 and 129) and a further two gRNAs, used to cut around the stop codon of Snail1 (gRNAs 4 and 7), were cloned into the pbs–U6 vector. mESCs were transfected with the Snail1 knockout targeting vector, four gRNAs and Cas9–D10A overexpression vector (pCAG–Cas9–D10A–bpA). At 48 h after transfection, cells were selected with G418 and picked clones were analysed by PCR genotyping (Extended Data Fig. 5 and Supplementary Table 2). The recombination borders of the targeting vector and wild-type sequence were analysed by sequencing of the knock-in-specific PCR product.

### Aggregation chimeras

Aggregation chimeras were generated as described by Artus and Hadjantonakis^38^.

### Immunofluorescence stainings of whole-mount embryos

Embryos (E6.5–7.5) were dissected in Dulbecco’s phosphate-buffered saline (DPBS) and immediately fixed for 20 min with 2% paraformaldehyde (PFA) in DPBS at room temperature while shaking. The fixation was stopped by rinsing the embryos 2× with DPBS containing 0.1% Tween 20 (Merck; P9416) (DPBST). The embryos were permeabilized for 10 min (≤E7.5) to 15 min (>E7.5) using 0.1 M glycine (Merck; G8898) and 0.1% Triton X-100 (Merck; 108643) in Milli-Q water, then rinsed 2× with DPBST. Unspecific antibody binding was prevented by incubating the embryos in blocking solution containing 0.1% Tween 20, 10% heat-inactivated foetal calf serum (FCS), 0.1% bovine serum albumin (BSA) and 3% donkey serum in DPBST for ≥1 h at room temperature while shaking. Subsequently, the primary antibodies diluted in blocking solution (for dilutions, see the antibody list in Supplementary Table 3) were added and the embryos were kept at 4 °C overnight on a shaker and for another 1–2 h at room temperature the following day. The embryos were rinsed 2× and washed 3× for 10 min with DPBST. Subsequently, the embryos were exposed to the secondary antibodies diluted in blocking solution for at least 3 h at room temperature on a shaker. The secondary antibodies were replaced by a 4′,6-diamidino-2-phenylindole (DAPI)/DPBST solution (2 µg ml^−1^ DAPI in DPBST) and incubated for 20 min at room temperature. Afterwards, the embryos were rinsed twice and then washed 3× for 10 min with DPBST. The embryos were dehydrated in 15 and 30% glycerol in DPBS, each for 10 min at room temperature. The embryos were then embedded in antifade between two cover slips using a 100-µm spacer, dried at room temperature and stored at 4 °C until imaging. A list of primary and secondary antibodies is shown in Supplementary Table 3.

### Paraffin immunohistochemistry

Embryos were fixed in 4% PFA overnight, embedded in HistoGel (Richard-Allan Scientific; HG-4000-144), dehydrated in alcohol gradients, embedded in wax blocks and sectioned at 6-µm thickness. Slides were cleared with xylene, rehydrated and permeabilized in 1% sodium dodecyl sulfate (SDS) before performing antigen retrieval (Diva Decloaker; Biocare Medical).

Blocking was done with 10% normal donkey serum and incubation was performed with primary antibodies overnight at 4 °C. Slides were then washed 3× with PBST and incubated with fluorophore-conjugated secondary antibodies for 1 h at room temperature in the dark. Nuclei were stained with DAPI (Life Technologies, 1:500–1:1,000). After washing, the slides were finally mounted with Vectashield (Vector Laboratories; H-1000-10) and imaged using a confocal microscope.

### Immunofluorescence stainings of cryosections from embryos

Embryos were fixed for 30 min to 1 h in 2% PFA, washed twice in PBS and dehydrated in 5, 10, 15, 20 and 30% sucrose (1 h each) and 30% sucrose/O.C.T. (Tissue-Tek; 4583) (1:1) overnight at 4 °C. Embryos were sectioned at 12- to 15-µm thickness and stored at −20 °C until usage. The sectioned embryos were permeabilized and blocked (see above). Primary and secondary antibody staining was performed as described above. Finally, the slides were mounted with Vectashield and kept for 24 h at room temperature to dry. Supplementary Table 3 lists the antibodies and dilutions used.

### Immunofluorescence stainings of cells

Differentiated cells were washed with PBS and fixed for 15 min with 4% PFA. The cells were immunostained as described in the previous section. The cells were kept in PBS for immediate imaging. Detailed information about the primary and secondary antibodies used is provided in Supplementary Table 3.

### Immunofluorescence stainings for flow cytometry analysis

Differentiated mESCs were dissociated using Accutase (Merck; A6964) or 0.05% trypsin (Life Technologies; 25300054) and fixed in 4% PFA for 10 min. The cells were permeabilized for 15 min and blocked for 1 h at room temperature (see above). Next, primary antibodies were diluted in blocking solution and incubated for 3–4 h at room temperature or overnight at 4 °C. Cells were washed 3× with PBS for 10 min each and secondary antibody solution was added for 1–2 h at room temperature. After another washing of 3× with PBS, samples were analysed by BD FACSAria III and FlowJo version 10.2. The gates were determined by secondary antibody controls. A list of all primary, secondary and conjugated antibodies is provided in Supplementary Table 3.

### Fluorescence-activated cell sorting (FACS) for scRNA-seq and western blotting

Embryos were isolated and extraembryonic compartments were removed mechanically. Embryonic compartments were washed with cold PBS. For single-cell suspension, FVF embryos and differentiated Foxa2^Venus/+^ mESCs were incubated with TrypLE (Life Technologies; 12605) for 10 min at 37 °C. Cells were dissociated by pipetting up and down. To exclude dead cells, samples were incubated for 5–10 min with either 7-aminoactinomycin D or DAPI on ice in the dark. The samples were then washed twice, resuspended in FACS buffer (PBS, 2% FCS and 2 mM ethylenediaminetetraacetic acid) and loaded for flow sorting. The gating strategy was as follows: main population > single cells > living cells (7-aminoactinomycin D/DAPI negative) > FVF^neg^, FVF^low^ and FVF^high^ cells. For scRNA-seq analysis, the cells were collected in RNA-seq buffer (PBS and 1% FCS). For western blotting analysis, the cells were collected in PBS and spun down and the pellet was snap frozen until it was used.

### Western blotting

For western blotting of FACS-sorted cells, the cell pellet was dissociated by RIPA buffer (75 mM NaCl, 6.37 mM sodium deoxycholate, 0.005% NP-40, 0.05% SDS and 25 mM Tris (pH 8)) supplemented with phosphatase inhibitor cocktail. The cell lysates were resolved by SDS–polyacrylamide gel electrophoresis, then transferred to a polyvinylidene fluoride membrane (Bio-Rad) and blocked in 5% BSA–TBST (TBS + 0.1% Tween 20) for 1 h. The primary antibodies were incubated in 5% BSA–TBST overnight at 4 °C on a shaker. The following day, the membranes were washed at least three times for 15 min in TBST on a shaker. The secondary horseradish peroxidase-conjugated antibodies were incubated with shaking for 1–2 h at room temperature. After washing the membranes with TBST three times for 15 min each, the bands were visualized by adding Pierce ECL Western Blotting Substrate (Thermo Fisher Scientific). The bands were quantified with ImageJ version 1.53c. Supplementary Table 3 lists the primary and secondary antibodies and their dilutions.

### Image analysis

Images from immunostained embryos were acquired with Leica SP5 and Zeiss LSM 880 Airyscan confocal microscopes. Images taken with the Leica confocal microscope were analysed using Leica LAS AF Lite 4.0 and images taken with the Zeiss confocal microscope were processed using Zeiss Zen 2.3 lite Blue software.

### Quantifications

Western blots were quantified with ImageJ version 1.53c by determining the pixel density of the protein of interest. After background subtraction, the ratio was determined by protein of interest/loading control.

For all of the quantifications of different cell populations, an entire confocal z stack of an embryo was analysed using ImageJ version 1.53c. For every staining, three individual embryos were processed in the same way. In brief, for Fig. 3h, Sox17^+^mT^−^ (definitive endoderm) cells and Sox17^+^mT^+^ (visceral endoderm) cells at the surface of the Snail1 variant and wild-type embryos were counted. For Fig. 4h, Venus^high^ and either Snail1^+^ or Snail1^−^ cells were counted throughout the heterozygous and homozygous Foxa2 variant embryos. For Fig. 6g, Venus^high^ or Foxa2^high^ cells co-expressing Snail1 and/or Lef1^low/high^ were counted throughout the entire wild-type or Foxa2 variant embryos, excluding the visceral endoderm/definitive endoderm at the surface of the embryo. For Extended Data Fig. 1g, Foxa2, T and Snail1^low/mid/high^-expressing cells in mesoderm, AME and Foxa2^high^ transitory progenitors (based on anatomical position and marker expression) were analysed throughout a complete wild-type embryo, excluding the visceral endoderm/definitive endoderm at the surface of the embryo. For Extended Data Fig. 1i, FVF^+^ epiblast progenitors, FVF, Foxa2^high^ transitory progenitors and Foxa2^high^ visceral endoderm/definitive endoderm (based on anatomical location and marker expression) were quantified for E-cadherin and N-cadherin expression in FVF embryos. In Extended Data Fig. 1h, Foxa2^high^ transitory progenitors, Foxa2^high^ transitory progenitors/visceral endoderm/definitive endoderm and AME (based on anatomical position and marker expression) were analysed for Foxa2, Sox17 and Snail1 expression in wild-type embryos. In Extended Data Fig. 7c, the intensity of E-cadherin was measured in a rectangular area at three different positions within the anterior or posterior epiblast from one *z* plane of FVF embryos. The intensity of Claudin7 was measured in a rectangular area at three different positions within the anterior or posterior epiblast of wild-type embryos.

### Cell culture and differentiation

Mouse ESCs were cultured on mitomycin C-treated mouse embryonic fibroblasts (feeders) in Dulbecco’s modified Eagle’s medium (Life Technologies; 11965092) supplemented with 15% FCS (PAN-Biotech; P30-2602), 0.1 mM β-mercaptoethanol (Life Technologies; 31350-10), 2 mM l-glutamine (Life Technologies; 25030081), 1× non-essential amino acids (Sigma–Aldrich; M7145), 2 mM HEPES (Life Technologies; 15630-056) and 1,000 U ml^−1^ leukaemia inhibitory factor (Sigma–Aldrich; ESG1107). Every 2–3 d, cells were passaged by treatment with 0.05% trypsin (Life Technologies; 25300054) on new feeders and the medium was changed every day. For differentiations of the Snail1 knockout mESCs, T^GFP/+^; Foxa2^tagRFP/+^ mESCs and IDG3.2 mESCs, 1 × 10^5^ cells per 1 cm^2^ were seeded in chemically defined medium, as published recently^65^. After 24 h, endoderm was induced by the addition of 2.5 µM CHIR99021 (Miltenyi Biotec; 130-103-926) for 1 d and 25 ng ml^−1^ activin A (Peprotech; 120-14-300) for all 3 d. For the inhibitor experiments, endoderm was induced as described before, and on days 2 and 3 either 400 ng ml^−1^ DKK1 (Peprotech; 120-30-50) or 1.25 µM IWP2 (Tocris; 3533-10) was supplemented. Differentiations of the FVF mESCs and Foxa2^Venus/Venus^ knockout mESCs were performed as described before^34^. The differentiation of T^GFP/+^; Foxa2^tagRFP/+^ mESCs followed by microarray analysis was carried out based on a previously published protocol^34^. Briefly, before differentiation, Wnt3a feeders were seeded at a density of ~5 × 10^4^ cells per 24 wells. ESCs were passaged onto gelatine-coated plates for 30 min twice to remove remaining feeders from the maintenance cultures. Next, ESCs were transferred to a Wnt3a-expressing feeder plate with a seeding density of 2 × 10^5^ cells per 24 wells. Endoderm differentiation medium, consisting of 500 ml advanced Dulbecco’s modified Eagle’s medium/F-12 (Life Technologies; 12634-10), 500 ml advanced RPMI 1640 (Life Technologies; 12633-012), 22 ml GlutaMAX (Life Technologies; 12860-01), 200 µl AlbuMAX 100 mg ml^−1^ (Life Technologies; 11021-029), 22 ml HEPES 1 M, 70 µl cytidine 150 mg ml^−1^ (Sigma–Aldrich; C4654), 0.9 ml β-mercaptoethanol 50 mM, 12 ml penicillin/streptomycin 10,000 U ml^−1^ (Life Technologies; 10378016) and 1 ml Insulin-Transferrin-Selenium-Ethanolamine (Life Technologies; 51500-056) supplemented with 12 ng ml^−1^ activin A, was used to induce endoderm differentiation. For mesoderm differentiation, 3 ng ml^−1^ activin A and 7.5 ng ml^−1^ Bmp4 were added to the endoderm differentiation medium. The medium was changed every day.

### Affymetrix microarray analysis

RNA was extracted using an miRNeasy Mini Kit (Qiagen; 217004) and total RNA (150 ng) amplified using the Ambion WT Expression Kit and the WT Terminal Labeling Kit (Affymetrix). Amplified complementary DNA was hybridized on Affymetrix Mouse Gene ST 1.0 arrays. Staining and scanning (Fluidics Script FS450_0007) were done according to the Affymetrix expression protocol. An expression console (version 1.2; Affymetrix) was used for quality control. CEL files were imported into R (3.6.3) and robust multichip average normalized using the oligo (1.48.0) package. Data were then pre-filtered and 32,000 probesets with the highest mean expression across all samples were kept for further analysis. Genewise testing for differential expression was performed using limma (3.40.6) and genes with an absolute log_2_[fold change] of >1 and an adjusted *P* < 0.05 were defined as differentially expressed. All microarray data are available from the (NCBI) Gene Expression Omnibus (GEO) under accession GSE148226.

### RNA-seq data analysis

RNA-seq data from Foxa2 knockout definitive endoderm (processed *rsem.genes.results.txt.gz files) were downloaded from the National Center for Biotechnology Information (NCBI) GEO (GSE116262) and analysed in R (3.6.3). RSEM output files were imported into R using the tximport (1.12.3) package and batch correction was performed using the RUVr function (*k* = 1) from the RUVseq (1.18.0) package. Counts were then prepared for DESeq2 (1.20.0) and genes with a minimum mean count below 5 were filtered out. DESeq2 was run with default parameters and log[fold change] shrinkage was performed using apeglm (1.6.0) with the options svalue = TRUE, lfcThreshold = log_2_[1.5]. Differentially expressed genes were defined by an *s* value^66^ of <0.05.

### ChIP-seq data analysis

Foxa2 ChIP-seq raw data (FASTQ files) were downloaded from the NCBI GEO (GSE116262). Trimmomatic (0.39) was used to trim low-quality bases and adapter contaminations, and Bowtie 2 (2.3.5.1) with the --very-sensitive option was used to map reads to the mm10 genome. Peaks were called using GEM (3.4), with the options --k_min 10 --k_max 13, and filtered using *q* value cut-offs of 10^−4^. Binding sites were then mapped to putative target genes by assigning peaks within 20 kilobases of a transcription start site or within a gene body to the respective gene. Genes with Foxa2 binding sites that were regulated in the Foxa2 knockout RNA-seq data were considered to be regulated by Foxa2. The list of genes is provided in Supplementary Table 1.

### Single-cell RNA-seq

Single-cell libraries were generated using the Chromium Single Cell 3′ library and Gel Bead Kit version 2 (10X Genomics; 120237) according to the manufacturer’s instructions. Libraries were sequenced on the HiSeq 4000 (Illumina) with 150-base pair paired-end sequencing of read 2.

### Computational analysis of scRNA-seq data

#### Pre-processing of droplet-based scRNA-seq data

Demultiplexing and alignment to the mm10 mouse genome, identification of unique molecular identifiers (UMIs) and barcode filtering were performed using the Cell Ranger toolkit (version 2.0.0) provided by 10X Genomics. In addition, the velocyto pipeline^67^, which generated a loompy file, was used to determine unspliced and spliced genes. We considered only cells with at least 1,000 expressed genes, where a gene was counted as expressed if we found at least one UMI mapped to it. We further filtered cells with a total UMI count of >125,000 or a fraction of counts from mitochondrial genes of >8%, indicative of stressed or dying cells. We did not apply a minimum library size filter because almost all cells had a total UMI count above 5,000. Cells from all samples were divided by library size, with a target sum of 50,000 UMIs (counts per million normalization; pp.normalize_per_cell in scanpy version 1.4.5.2.dev6+gfa408dc7 in Python 3.7)^68^, and subsequently log + 1 scaled. Then, 3,000 highly variable genes were computed as follows: genes were binned in 20 groups by mean expression and a normalized dispersion was obtained by scaling with the mean and s.d. of the dispersions for genes falling into a given bin for mean expression of genes (pp.highly_variable_genes in scanpy version 1.4.5.2.dev6+gfa408dc7 in Python 3.7 with the flavour cell_ranger to compute normalized dispersions), thereby accounting for differences across batches. Batch-effect correction was done with Scanorama version 1.4 (ref. ^69^) using the corrected feature space. Spliced and unspliced UMI matrices were filtered with a minimum of 20 UMIs each. Then, the data were counts per million normalized and log + 1 scaled. Furthermore, the dataset was restricted to the same highly variable genes as the count matrix.

#### Dimension reduction

We performed our analyses with scanpy version 1.4.5.2.dev6+gfa408dc7 in Python 3.7. First, we computed a principal component analysis (PCA) space with *n* = 50 components and a *k*-nearest neighbour graph on the PCA space with *k* = 30 (tl.pca and pp.neighbors). PCA and UMAP embeddings was computed on the batch-corrected and normalized data with 3,000 highly variable genes. We then used UMAP^70^ to represent the data in the two-dimensional embedding (tl.umap).

#### Clustering and cell-type annotation

The data matrix was clustered with the Louvain algorithm (tl.louvain with resolution 2.0)^71^ and found 27 clusters. All clusters were then inspected for potential substructure and five clusters were further resolved with a low resolution of 0.2. Here, we annotated and merged clusters again according to marker gene expression, resulting in 11 cell stages. Marker gene expression was visualized in a dotplot using scanpy version 1.6.0. Furthermore, we classified the cells according to the cell sorting into FVF^neg^, FVF^low^ and FVF^high^ cells, respectively, determined the amount of Foxa2 mRNA in each cell and classified Foxa2 mRNA-negative and -positive cells based on non-batch-corrected values, where every cell counted as positive with at least one UMI of the Foxa2 gene detected. In FVF^neg^ samples, the number of Foxa2 mRNA-positive cells was 45 out of 4,173 cells and we considered both categories as FVF^neg^.

#### Differential expression analysis

To study differential expression, we used the default scanpy test function (tl.rank_genes_groups with default method t-test_overestim_var and Benjamini–Hochberg correction for multiple testing) to determine the pairwise differences of several populations (that is, epiblast and posterior epiblast, Foxa2 mRNA^+^ and Foxa2 mRNA^−^ posterior epiblast, posterior epiblast and transitory progenitors). We then visualized the top 100 up- and downregulated differentially expressed genes, respectively.

#### Identifying cell differentiation trajectories

To derive cell trajectories, we computed a pseudotemporal ordering using diffusion pseudotime (tl.dpt in scanpy) as a basis for subsequent visualization of gene trajectories towards the endoderm and mesoderm lineage. Next, we used the dynamical model of the scvelo package version 0.2.1 (ref. ^31^) in scanpy version 1.5.1 to determine gene dynamics and potential cell fate decisions towards the endoderm and mesoderm lineage (tl.recover_dynamics and tl.velocity from the scVelo package). To further characterize the cell fate decision process and to leverage the sorting information of the FVF reporter, we used the CellRank package version 1.0.0-rc.0 (ref. ^32^). Specifically, we recomputed the dynamical RNA velocity model excluding extraembryonic tissues and used it in CellRank, which creates a vector field from the data and uses a random walk model to determine initial, intermediate and terminal states in the data (metastable states). We identified six metastable states in the epiblasts (initial), posterior epiblast (intermediate), AME, definitive endoderm, lateral plate mesoderm and nascent endothelium (all terminal). Using the random walk model, we determined a fate probability (that is, the probability of each cell ending up in one of the metastable states). The fate probability of each cell was displayed in a uniform manifold approximation and projection (UMAP) plot, where the colour of the cell was determined by the cluster with the highest fate probability.

To determine the topology of the data and cluster-wise relationships of the cells, we used partition-based graph abstraction (PAGA)^72^ to quantify the connections between the clusters (tl.paga in scanpy version 1.5.1). We display all connections with a scaled connectivity of at least 0.05 (threshold parameter in pl.paga in scanpy) and visualized the fate probability of each cell population as a pie chart (pl.cluster_fates with the mode paga-pie in CellRank). We further determined the differences in fate probability in the posterior epiblast FVF-sorted Foxa2 mRNA-classified cells and displayed the fate probability per group as a bar chart (pl.cluster_fates with the mode bar in CellRank).

We further used CellRank’s compute_lineage_drivers function to determine lineage drivers for each metastable state as the correlation of the gene expression with the respective lineage. Then, we highlighted the correlation with lateral plate mesoderm and definitive endoderm in a scatter plot.

### Statistics and reproducibility

In general, all of the experiments were performed, if possible, with at least three independent biological samples. Sample sizes are provided in the figure captions. Fewer than three independent experiments were used for the FVF embryo sorting and western blot analysis due to the high quantity of embryos required for this experiment. However, a total number of 158 embryos in two independent experiments was used and considered as sufficient. No statistical method was used to predetermine sample size. Data were excluded when immunohistochemical stainings were insufficient, mESC differentiations failed (<2% Foxa2^+^ cells), embryos were ruptured or embryos were at the wrong stage. For the scRNA-seq analysis, one of the FACS sorted FVF^neg^ samples (FVF_neg_3) was excluded from the analysis due to low sequencing depth. The experiments were randomized if possible. The investigators were not blinded to allocation during the experiments and outcome assessment. All replications were successful. The data were analysed using GraphPad Prism software 8 (GraphPad Software).

### Reporting summary

Further information on experimental design is available in the Life Sciences Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-021-00694-x.

## Supplementary information

Reporting Summary

Supplementary Tables Supplementary Table 1: Foxa2 targets. Supplementary Table 2: List of primers used for cloning and genotyping. Supplementary Table 3: List of antibodies used for immunohistochemistry and FACS.

Supplementary Video 1 Supplementary Video 1: Live-cell imaging of a late-streak-stage FVF/SCF embryo. FVF^low^ epiblast progenitors upregulate the fluorescence intensity and leave the epiblast. FVF^high^ transitory progenitors upregulate Sox17 expression and intercalate into the visceral endoderm/definitive endoderm layer.

## Data Availability

The sequencing data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under the accession codes GSE148226 and GSE162534. Previously published sequencing data that were re-analysed here are available under accession codes GSE116262 (samples GSM3223321, GSM3223325, GSM3223326, GSM3223342–GSM3223345, SM3597790 and GSM3597791) Source data are provided with this paper. All other data supporting the findings of this study are available from the corresponding author upon reasonable request.

## Source data

Source Data Fig. 1 Unprocessed western blots. Source Data Fig. 1 Statistical source data. Source Data Fig. 2 Statistical source data. Source Data Fig. 3 Statistical source data. Source Data Fig. 4 Statistical source data. Source Data Fig. 6 Statistical source data. Source Data Fig. 6 Unprocessed western blots. Source Data Extended Data Fig. 1 Statistical source data. Source Data Extended Data Fig. 4 Statistical source data. Source Data Extended Data Fig. 4 Unprocessed western blots. Source Data Extended Data Fig. 5 Unprocessed gels. Source Data Extended Data Fig. 6 Statistical source data. Source Data Extended Data Fig. 7 Statistical source data.

# Supplementary material for: Epithelial cell plasticity drives endoderm formation during gastrulation
**Source:** Nat Cell Biol. 2021 Jun 24;23(7):692–703. doi: 10.1038/s41556-021-00694-x
**Supplement:** Supplementary file 1 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Gene expression was assessed in differentiated and undifferentiated cells by Affymetrix Mouse Gene ST 1.0 arrays (Applied Biosystems). For flow cytometry BD FACS Aria III was used. Images were acquired with Leica SP5 confocal microscope and Zeiss LSM 880 Airy Scan confocal microscope. Western blots were developed with ChemStudio SA2 Imager from Analytik Jena AG.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Data analysis   | Microarray data were analysed using Expression Suite Software v.1.2 Affymetrix (Applied Biosystems) and R (3.6.3)/Bioconductor (3.9) using packages oligo (1.480) and limma (3.40.6) for differential expression analysis. FACS analysis was done via FlowJo™ v10.2. Images were acquired with Leica SP5 confocal microscope and Zeiss LSM 880 Airy Scan confocal microscope. Images taken by Leica confocal were analysed using Leica LAS AF Lite 4.0. Images taken by Zeiss confocal microscope were analysed using Zeiss Zen 2.3 lite Blue software. For quantifications of confocal images and Western Blot ImageJ v1.53c software was used. All statistics were performed using GraphPad Prism software 8 (GraphPad Software Inc., La Jolla, CA). ChIP-seq data were analysed using Trimmomatic (0.39), Bowtie2 (2.3.5.1) and GEM (3.4). ChIP-seq and ATAC-seq data were visualised using bigWigMerge (2) and Gviz (1.28.3). RNA-seq data were analysed using R (3.6.3)/Bioconductor (3.9) and the packages tximport (1.12.3), RUVseq (1.18.0), DESeq2 (1.20.0) and apeglm (1.6.0). Single-cell RNAseq data were analyzed using scanpy versions 1.4.5.2.dev6+gfa408dc7, 1.5.1 and 1.6, anndata version 0.7.1, scanorama version 1.4, gProfiler-official version 1.0.0, scVelo version 0.2.1, CellRank version 1.0.0-rc.0 and Python 3.7 and 3.8. The data analyses of scRNA-seq data are available at <a href="https://github.com/theislabs/gastrulation_analysis">https://github.com/theislabs/gastrulation_analysis</a> . |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All the data generated or analysed during the current study are included in this published article and its supplementary files. The datasets generated during and/or analysed during the current study are available from the corresponding author on reasonable request. All microarray data is available at GEO under the accession number GSE148226 (currently private and only accessible using accession token: uzmbaysspxmtwt). All single cell RNA sequencing data is available under GSE162534 (currently private and only accessible using accession token: ehivmicwztrmjncd). In addition, the following public datasets were analyzed that are available in the GEO repository under the accessions GSE116257 (sample GSM3223321), GSE116258 (samples GSM3223325, GSM3223326) and GSE116260 (samples GSM3223342 to GSM3223345, GSM3597790, GSM3597791)"

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical test or power analysis were performed to predetermine sample size. We defined sample sizes based on past experience and based on relevant literature (Mahaddalkar PU, Scheibner K et al., Generation of pancreatic beta cells from CD177+ anterior definitive endoderm, 2020; Böttcher, A., Büttner, M., Tritschler, S. et al. Non-canonical Wnt/PCP signalling regulates intestinal stem cell lineage priming towards enteroendocrine and Paneth cell fates. Nat Cell Biol 23, 23–31 (2021)). In general, all experiments were done, if possible, with at least 3 independent biological samples and sample sizes are provided in figure legends. Less than 3 independent experiments were used for the FVF embryo sorting and WB analysis due to the high quantity of embryos required for this experiment. However, a total number of 158 embryos in two independent experiments was used and considered as sufficient. |
| Data exclusions | Data was excluded when immunohistochemical stainings were insufficient, mESC differentiations failed (< 2% Foxa2+ cells), embryos were ruptured or at a wrong stage. For scRNA seq analysis, FVF_neg_3 was excluded from analysis due to low sequencing depth.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Replication     | Every experiment was repeated a minimum of 3 times, if possible. All replications were successful.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Randomization   | There was randomisation done in collection of samples if possible. For microscopy, embryos that were damaged or embedded in a wrong orientation were excluded from analysis. However the whole embryos (excluding extra-embryonic) were imaged and not restricted to a specific region. For quantifications embryos were chosen randomly. For mESC differentiation random positions were chosen to take pictures. For mESC differentiations one dish was used per differentiation and all cells differentiated were analysed. For FACS analysis a minimum of 10,000 events were randomly analysed. For sc RNA sequencing of FVF embryos a total of 103 early- to late streak stage embryos were randomly chosen and sorted by FACS.                                                                                                                                                                                                       |
| Blinding        | The same investigators performed and analysed the experiments, thus no blinding was performed in our studies.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).                                                                                                                                                                                                                                                                                 |
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.                                                                                                                                  |
| Sampling strategy | Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed. |
| Data collection   | Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper,                                                                                                                                                                                                                                                                                                                                          |

|                   |                                                                                                                                                                                                                                                      |
|-------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection   | <i>computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.</i> |
| Timing            | <i>Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.</i>                                                                                                   |
| Data exclusions   | <i>If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                              |
| Non-participation | <i>State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.</i>                                                             |
| Randomization     | <i>If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.</i>                                       |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description                 | <i>Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.</i>                                                                                                                                                                                                                                         |
| Research sample                   | <i>Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i>, all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source.</i> |
| Sampling strategy                 | <i>Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.</i>                                                                                                                                                                                      |
| Data collection                   | <i>Describe the data collection procedure, including who recorded the data and how.</i>                                                                                                                                                                                                                                                                                                                                                                       |
| Timing and spatial scale          | <i>Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken</i>                                                                                                                                                      |
| Data exclusions                   | <i>If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                                                                                                      |
| Reproducibility                   | <i>Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.</i>                                                                                                                                                                                                                |
| Randomization                     | <i>Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.</i>                                                                                                                                                                                                                                                     |
| Blinding                          | <i>Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.</i>                                                                                                                                                                                                                                                                          |
| Did the study involve field work? | <input type="checkbox"/> Yes <input type="checkbox"/> No                                                                                                                                                                                                                                                                                                                                                                                                      |

## Field work, collection and transport

|                          |                                                                                                                                                                                                                                                                                                                                       |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions         | <i>Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).</i>                                                                                                                                                                                                                      |
| Location                 | <i>State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).</i>                                                                                                                                                                                         |
| Access and import/export | <i>Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).</i> |
| Disturbance              | <i>Describe any disturbance caused by the study and how it was minimized.</i>                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                          |                                                                 |
|--------------------------|-----------------------------------------------------------------|
| n/a                      | Involved in the study                                           |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

## Methods

|                          |                                                    |
|--------------------------|----------------------------------------------------|
| n/a                      | Involved in the study                              |
| <input type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Flow cytometry |
| <input type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

Mouse CD24-Pacific Blue Biolegend BLD-101819, 1:100  
 Isotype Control-Pacific Blue, Rat IgG2b, Biolegend, BLD-400627, 1:100  
 7\_AAD Viability Staining Solution, eBioscience, 00-6993, 5µl/ 10<sup>6</sup> cells  
 Goat SOX17, Acris/Novus, GT15094 1:1000  
 Rabbit Foxa2, Cell signalling, 8186, 1:1000  
 Goat Foxa2, Santa Cruz, sc-6554, 1:1000  
 Mouse E-cadherin, BD, 610181, 1:1000  
 Rabbit E-cadherin, Cell Signaling, 3195, 1:1000  
 Mouse N-cadherin, BD, 610920, 1:1000  
 Chicken GFP, Aves Labs, GFP-1020, 1:1000  
 Rabbit RFP, Rockland, 600-401-379, 1:1000  
 Goat Brachyury, Santa Cruz, sc17743, 1:1000  
 Rabbit Snail1, Cell signalling, C15D3, 1:500  
 Rabbit Lef1, Abcam, ab137872, 1:500  
 Rabbit Hsp90, Cell signaling, 48745, 1:1000  
 Rat E-Cadherin, TaKaRa, M108, 1:500  
 Rat Cer1, R&D, MAB1986, 1:500  
 Rabbit Claudin7, LIFE Technologies, 34-9100, 1:500  
 Mouse Foxa2, GeneTex, GTX84485, 1:500  
 Rat Laminin, Millipore, MAB1914, 1:500-1:1000  
 Rat Laminin, Abcam, ab44941, 1:500-1:1000  
 Rabbit Collagen 4, Abcam, ab6586, 1:1000  
 Rabbit EBP50, ab3452, 1:300  
 Rabbit Ezrin/Radixin/Moesin, Cell signaling, 3141, 1:300  
 Rabbit Scribble, Santa Cruz, sc-28737, 1:300  
 donkey anti-goat IgG 555, Invitrogen, A21432, 1:800  
 donkey anti-rat IgG 647, Dianova, 712-605-150, 1:800  
 Goat Anti-Rabbit IgG (H+L), HRP Dianova/Jackson, 111-035-144, 1:5000  
 donkey anti-mouse IgG 488, Invitrogen, A21202, 1:800  
 donkey anti-rabbit IgG 555, Invitrogen, A31572, 1:800  
 donkey anti-goat IgG 488, Invitrogen, A11055, 1:800  
 donkey anti-rabbit IgG 488, Invitrogen, A21206, 1:800  
 donkey anti-chicken IgY, Dianova, 703-225-155, 1:800  
 donkey anti-mouse IgG 555, Invitrogen, A31570, 1:800

## Validation

All primary antibodies were validated by the manufactures. Further, their expression was tested on undifferentiated cells and/or mouse embryos. Various antibody dilutions were tested including the manufacturer's recommended dilution. The secondary antibody only controls/isotype controls were used to evaluate and confirm specificity of the antibodies to the respective epitopes. All of the antibodies used in this study have been used and reported in prior studies.

## primary antibodies:

Mouse CD24-Pacific Blue Biolegend BLD-101819 - <https://www.biolegend.com/en-us/products/pacific-blue-anti-mouse-cd24-antibody-3584>  
 Isotype Control-Pacific Blue, Rat IgG2b, Biolegend, BLD-400627 - <https://www.biolegend.com/en-us/products/pacific-blue-rat-igg2b-kappa-isotype-ctrl-3159?GroupID=GROUP29>  
 7\_AAD Viability Staining Solution, eBioscience, 00-6993 - <https://www.fishersci.ca/shop/products/7-aad-viability-staining-solution/501128859>  
 Goat SOX17, Acris/Novus, GT15094 - [https://www.novusbio.com/products/sox17-antibody\\_af1924](https://www.novusbio.com/products/sox17-antibody_af1924)  
 Rabbit Foxa2, Cell signalling, 8186 - <https://www.cellsignal.com/products/primary-antibodies/foxa2-hnf3b-d56d6-xp-rabbit-mab/8186>  
 Goat Foxa2, Santa Cruz, sc-6554 - <https://www.scbt.com/p/hnf-3beta-antibody-m-20>  
 Mouse E-cadherin, BD, 610181 - <https://www.bdbiosciences.com/us/applications/research/stem-cell-research/cancer-research/human/purified-mouse-anti-e-cadherin-36e-cadherin/p/610181>

Rabbit E-cadherin, Cell Signaling, 3195 - <https://www.cellsignal.com/products/primary-antibodies/e-cadherin-24e10-rabbit-mab/3195>  
 Mouse N-cadherin, BD, 610920 - <https://www.bdbiosciences.com/us/applications/research/stem-cell-research/cancer-research/human/purified-mouse-anti-n-cadherin-32n-cadherin/p/610920>  
 Chicken GFP, Aves Labs, GFP-1020 - <https://www.aveslabs.com/products/anti-green-fluorescent-protein-antibody-gfp>  
 Rabbit RFP, Rockland, 600-401-379 - [https://rockland-inc.com/store/Antibodies-to-GFP-and-Antibodies-to-RFP-600-401-379-O4L\\_24299.aspx](https://rockland-inc.com/store/Antibodies-to-GFP-and-Antibodies-to-RFP-600-401-379-O4L_24299.aspx)  
 Goat Brachyury, Santa Cruz, sc17743 - <https://www.scbt.com/p/brachyury-antibody-n-19>  
 Rabbit Snail1, Cell signaling, C15D3 - <https://www.cellsignal.com/products/primary-antibodies/snail-c15d3-rabbit-mab/3879>  
 Rabbit Lef1, Abcam, ab137872 - <https://www.abcam.com/lef1-antibody-epr2029y-ab137872.html>  
 Rabbit Hsp90, Cell signaling, 4874S - <https://www.cellsignal.com/products/primary-antibodies/hsp90-antibody/4874>  
 Rat E-Cadherin, TaKaRa, M108 - <https://www.takarabio.com/products/antibodies-and-elisa/primary-antibodies-and-elisas-by-research-area/cell-adhesion-and-ecm/cadherin>  
 Rat Cer1, R&D, MAB1986 - [https://www.rndsystems.com/products/mouse-cerberus-1-antibody-225807\\_mab1986](https://www.rndsystems.com/products/mouse-cerberus-1-antibody-225807_mab1986)  
 Rabbit Claudin7, LIFE Technologies, 34-9100 - <https://www.thermofisher.com/antibody/product/Claudin-7-Antibody-Polyclonal/34-9100>  
 Mouse Foxa2, GeneTex, GTX84485 - <https://www.genetex.com/Product/Detail/FOX2-antibody-3C10/GTX84485>  
 Rat Laminin, Millipore, MAB1914 - [https://www.merckmillipore.com/DE/de/product/Anti-Laminin-gamma-1-Antibody-clone-A5\\_MM\\_NF-MAB1914P?ReferrerURL=https%3A%2F%2Fwww.google.com%2F&bd=1](https://www.merckmillipore.com/DE/de/product/Anti-Laminin-gamma-1-Antibody-clone-A5_MM_NF-MAB1914P?ReferrerURL=https%3A%2F%2Fwww.google.com%2F&bd=1)  
 Rat Laminin, Abcam, ab44941 - <https://www.abcam.com/laminin-beta-1-antibody-lt3-ab44941.html>  
 Rabbit Collagen 4, Abcam, ab6586 - <https://www.abcam.com/collagen-iv-antibody-ab6586.html>  
 Rabbit EBP50, ab3452 - <https://www.abcam.com/ebp50nherf-1-antibody-ab3452.html>  
 Rabbit Ezrin/Radixin/Moesin, Cell signaling, 3141 - <https://www.cellsignal.com/products/primary-antibodies/phospho-ezrin-thr567-radixin-thr564-moesin-thr558-antibody/3141>  
 Rabbit Scribble, Santa Cruz, sc-28737 - <https://www.scbt.com/p/scrub-antibody-h-300>

#### secondary antibodies:

donkey anti-goat IgG 555, Invitrogen, A21432 - <https://www.thermofisher.com/antibody/product/Donkey-anti-Goat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21432>  
 donkey anti-rat IgG 647, Dianova, 712-605-150 - <https://www.dianova.com/en/shop/712-605-150-donkey-igg-anti-rat-igg-hl-alexa-fluor-647-minx-bockgogphshohurbsh/>  
 Goat Anti-Rabbit IgG (H+L), HRP Dianova/Jackson, 111-035-144 - <https://www.dianova.com/shop/111-035-144-ziege-igg-anti-kaninchen-igg-hl-hrpo-minx-humsrt/>  
 donkey anti-mouse IgG 488, Invitrogen, A21202 - [https://www.thermofisher.com/order/genome-database/generatePdf?productName=Mouse%20IgG%20\(H+L\)&assayType=PRANT&productId=A-21202&detailed=true](https://www.thermofisher.com/order/genome-database/generatePdf?productName=Mouse%20IgG%20(H+L)&assayType=PRANT&productId=A-21202&detailed=true)  
 donkey anti-rabbit IgG 555, Invitrogen, A31572 - <https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-31572>  
 donkey anti-goat IgG 488, Invitrogen, A11055 - <https://www.thermofisher.com/antibody/product/Donkey-anti-Goat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11055>  
 donkey anti-rabbit IgG 488, Invitrogen, A21206 - <https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21206>  
 donkey anti-chicken IgY, Dianova, 703-225-155 - <https://www.dianova.com/downloads/Jackson/703-225-155.pdf>  
 donkey anti-mouse IgG 555, Invitrogen, A31570 - [https://www.thermofisher.com/order/genome-database/generatePdf?productName=Mouse%20IgG%20\(H+L\)&assayType=PRANT&productId=A-31570&detailed=true](https://www.thermofisher.com/order/genome-database/generatePdf?productName=Mouse%20IgG%20(H+L)&assayType=PRANT&productId=A-31570&detailed=true)

## Eukaryotic cell lines

### Policy information about cell lines

#### Cell line source(s)

The cell lines used are TGFP mESCs (Fehling et al., 2003), TGFP/+;Foxa2tagRFP/+ mESC were generated in the lab, FVF mESCs (Burtscher et al., 2013), Snail1 KO mESCs were generated in the lab. IDG3.2 mESCs (Hitz et al., 2007), Foxa2 KO mESCs (Cernilogar et al. 2019).

#### Authentication

No authentication was done.

#### Mycoplasma contamination

All cell lines were mycoplasma negative

#### Commonly misidentified lines (See [ICLAC](#) register)

No misidentified cell lines were used.

## Palaeontology

#### Specimen provenance

*Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).*

#### Specimen deposition

*Indicate where the specimens have been deposited to permit free access by other researchers.*

## Dating methods

*If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.*

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

Mus musculus: CD-1, mTmG reporter (C57Bl/6J; Muzumdar et al., 2007), FVF (C57Bl/6J; Burtscher et al., 2013), SCF reporter (C57Bl/6J; Burtscher et al., 2012). Age of females:  $\geq 6$  weeks, age of males:  $\geq 8$  weeks.

## Wild animals

No wild animals were used in this study.

## Field-collected samples

No field-collected samples were used in this study.

## Ethics oversight

Animal experiments were performed at the central facilities at HMGU in accordance with the German animal welfare legislation and acknowledged guidelines of the Society of Laboratory Animals (GV-SOLAS) and of the Federation of Laboratory Animal Science Associations (FELASA).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

## Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, gender, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

## Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

## Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Clinical trial registration

*Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.*

## Study protocol

*Note where the full trial protocol can be accessed OR if not available, explain why.*

## Data collection

*Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.*

## Outcomes

*Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.*

## ChIP-seq

### Data deposition

☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

*May remain private before publication.*

*For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.*

## Files in database submission

*Provide a list of all files available in the database submission.*

## Genome browser session

(e.g. [UCSC](#))

*Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.*

### Methodology

## Replicates

*Describe the experimental replicates, specifying number, type and replicate agreement.*

|                         |                                                                                                                                                                                    |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sequencing depth        | <i>Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.</i> |
| Antibodies              | <i>Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.</i>                                |
| Peak calling parameters | <i>Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.</i>                                   |
| Data quality            | <i>Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.</i>                                        |
| Software                | <i>Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.</i>        |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                                                                                                                                                           |                                                                                                                                                                                                                                       |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation                                                                                                                                        | Single cell suspensions of undifferentiated and/or S1-S7 differentiated mouse ES cells were fixed, permeabilized and stained with the mentioned primary and secondary antibodies or conjugated antibodies and their isotype controls. |
| Instrument                                                                                                                                                | BD FACS Aria III                                                                                                                                                                                                                      |
| Software                                                                                                                                                  | FlowJo v10.2                                                                                                                                                                                                                          |
| Cell population abundance                                                                                                                                 | FACS sorting was performed on differentiated T-GFP/Foxa2-RFP mESC. These cells were sorted directly in QIAzol Lysis Reagent for RNA extraction for Affymetrix microarray analysis.                                                    |
| Gating strategy                                                                                                                                           | In the preliminary FSC/SSC plot the gates were placed surrounding the main population and to gate for positive/negative populations gatings were put based on the Isotype or secondary antibody control.                              |
| <input checked="" type="checkbox"/> Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. |                                                                                                                                                                                                                                       |

## Magnetic resonance imaging

### Experimental design

|                                 |                                                                                                                                                                                                                                                                   |
|---------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Design type                     | <i>Indicate task or resting state; event-related or block design.</i>                                                                                                                                                                                             |
| Design specifications           | <i>Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.</i>                                                                  |
| Behavioral performance measures | <i>State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).</i> |

### Acquisition

|                               |                                                                                                                                                                                           |
|-------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Imaging type(s)               | <i>Specify: functional, structural, diffusion, perfusion.</i>                                                                                                                             |
| Field strength                | <i>Specify in Tesla</i>                                                                                                                                                                   |
| Sequence & imaging parameters | <i>Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.</i> |
| Area of acquisition           | <i>State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.</i>                                                             |
| Diffusion MRI                 | <input type="checkbox"/> Used <input type="checkbox"/> Not used                                                                                                                           |

## Preprocessing

|                            |                                                                                                                                                                                                                                         |
|----------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Preprocessing software     | Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).                                                                       |
| Normalization              | If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization. |
| Normalization template     | Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.                             |
| Noise and artifact removal | Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).                                                                 |
| Volume censoring           | Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.                                                                                                                           |

## Statistical modeling & inference

|                                                                           |                                                                                                                                                                                                                  |
|---------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Model type and settings                                                   | Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation). |
| Effect(s) tested                                                          | Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.                                                   |
| Specify type of analysis:                                                 | <input type="checkbox"/> Whole brain <input type="checkbox"/> ROI-based <input type="checkbox"/> Both                                                                                                            |
| Statistic type for inference<br>(See <a href="#">Eklund et al. 2016</a> ) | Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.                                                                                                                  |
| Correction                                                                | Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).                                                                                     |

## Models & analysis

|                                               |                                                                                                                                                                                                                           |
|-----------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                           | Involved in the study                                                                                                                                                                                                     |
| <input type="checkbox"/>                      | <input type="checkbox"/> Functional and/or effective connectivity                                                                                                                                                         |
| <input type="checkbox"/>                      | <input type="checkbox"/> Graph analysis                                                                                                                                                                                   |
| <input type="checkbox"/>                      | <input type="checkbox"/> Multivariate modeling or predictive analysis                                                                                                                                                     |
| Functional and/or effective connectivity      | Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).                                                                                         |
| Graph analysis                                | Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.). |
| Multivariate modeling and predictive analysis | Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

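RNA of undifferentiated mESCs and of 7 sorted populations of differentiating T GFP/+; Foxa2 tagRFP/+ mESCs was hybridized to Affymetrix Mouse Gene ST 1.0 arrays, 2 arrays per group and 16 in all. The authors imported the scanner files into R, normalized all arrays together by robust multichip average with oligo 1.48.0 and deposited 1 log2 value per probe set and array; background correction, quantile normalization and summarization of the probes are therefore already in these values. The scanner files were not used here. Because all arrays were brought to a common distribution, a change of total RNA per cell cannot be seen, and differences of low genes are compressed toward 0.

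Each array was assigned to its gate, day and replicate from the sample labels and the paper. The populations follow the paper: F+CD24low at days 2 and 4 is DEP, F+CD24high at days 2 and 4 is DE, T+CD24low at days 2 and 4 is MP and T+CD24neg at day 4 is MES. The paper's text does not say how the days were treated in its comparisons. The legend of Fig. 2h calls DEP and MP early and DE and MES late cells, without saying which days were compared. Here the model held a mean for each of the 8 groups and no other term, and a population with arrays of 2 days was the mean of both days. The p-values measure the spread between the 2 replicates of a group, pooled over all groups, and all comparisons with ES cells share the same 2 control arrays.

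From the deposited log2 values, the 32000 probe sets of highest mean over all arrays were kept, as in the paper's methods, and were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes without trend or robust estimation). The p-values were adjusted by the Benjamini–Hochberg method over the 32000 probe sets of each comparison, and a gene was called with an absolute log2 fold change above 1 and an adjusted p below 0.05. The platform annotation gave a single gene symbol to 20427 of the probe sets kept, several to 1400 and none to 10173, so that 18716 genes could be named. Symbols were compared with the RefSeq gene table through the Entrez number, where 21698 single-symbol probe sets of the whole array matched and 0 symbols changed. A gene with several probe sets was read from the one of highest mean, and no gene was named from a probe set with several symbols. No genome coordinates are given, since neither the values nor the tables used here name a build for the probe sets.

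Changes of a comparison with the day (the difference between F+CD24low and T+CD24low, and between F+CD24high and F+CD24low cells) were tested as interaction contrasts in the same model. A total of 40 gene lists was tested in 8 comparisons with camera at a correlation of 0.01, with camera at the correlation estimated from the list's own genes and with fry, and the p-values were adjusted over all 320 tests of each method. At the preset correlation 168 of the 320 were called, and 77 of these were called with the estimated correlation too. The 65 list results that the text describes were chosen after the results were seen. In DE compared with MES 22 of 40 lists were called, and of the 22 described 17 are among these; in DEP compared with MP 23 of 40 were called, and of the 11 described 10 are among these. Counts of list members that passed are given over all probe sets and again with the p-values adjusted over the list alone. Some lists were taken from the paper, most of these from its heatmaps of these same arrays.

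Genes were named by a rule. It takes the genes the paper names for these arrays and the genes the cells were sorted on, the 10 highest and 10 lowest called genes of DE compared with MES and of DEP compared with MP, the 5 highest and 5 lowest of the other comparisons, and up to 4 called members of each list described. The ranked genes had to have every array of one population above every array of the other. The colours of the paper's heatmaps had been seen for the genes the paper names. Genes outside the rule are named only where it is said that they were chosen after their values were seen.

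The fits were tested on simulated data, in which a small part of the 32000 probe sets was changed by known amounts. For DE compared with MES, 94.0% of the 67 probe sets changed by 1.5 on the log2 scale were called, and 100% of those changed by 2 and by 3, while 1 unchanged probe set was called. For DEP compared with MP the share was 98.5% at 1.5 and 100% at the larger sizes, with 1 unchanged probe set called. For the change of the difference between F+CD24low and T+CD24low cells with the day, 79.1% were called at 1.5, 95.5% at 2 and 100% at 3, with 6 unchanged probe sets called. The list tests ran on 18716 genes and called the shifted list (adjusted p = 3.45e-128, and adjusted p = 1.27e-07 with an estimated correlation) and 0 of the 35 lists that share no member with it.

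Other settings were tried, each for the kind of result it applies to. For the counts and the single genes they were the 16000 probe sets of highest mean or all probe sets, only probe sets with a single symbol, for genes the mean of their probe sets, each array centred on its median, quantile normalization repeated, the 5 populations as groups, the arrays of 1 day only where a population has both days, only the arrays of the populations compared, the replicate number as a block, array weights, eBayes with trend and robust estimation, and each array left out in turn. For the counts alone they were a log2 fold change above 2, an adjusted p below 0.05 alone and treat. For the lists they were the other list tests, the mean of a gene's probe sets, the 5 populations as groups, the replicate block, lists without their fibroblast genes, and each array left out in turn. Where leaving out an array left a group with 1 array, that array was assumed to vary like those of the other groups. Experiments of the paper on embryos, on knockout cells and on single cells were not analysed here, and neither was T, which has no probe set with a single symbol.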

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

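The intervals over list members, the random lists, the counts of list members by their level and the most abundant list members, the single genes and the naive, mesenchymal and parietal endoderm lists named for the 2 F+CD24high D2 arrays, and the use of an interval that includes 0 for the T+CD24low arrays, were chosen after the result was seen.

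Fibroblast genes and Snai2 were higher in ES cells than in each of the 4 sorted populations, Zeb1 was higher than in DE, DEP and MP, and Vim was higher than in DE alone. A different overall level of the ES samples cannot be told apart from an equal one, because the arrays had been brought to a common distribution, with medians between 7.42 and 7.49. Centring each on its median can therefore move little, and the fibroblast list stayed at a median log2 fold change of -2.91 in DE compared with ES cells (95% interval -3.72 to -1.47). A candidate explanation is feeder fibroblasts in the ES cultures. Of the list, 87.5% (21 of 24) was higher in ES replicate 1 than in replicate 2. The median difference was 0.41, which 0 of 10000 random lists of matched level reached. Those lists were matched for level alone, so a shared change of the fibroblast genes could exceed them whatever its cause. Snai2 (0.55), Zeb1 (0.82) and Vim (0.22) differed the same way between the replicates. The most abundant members of the fibroblast list, Thbs1 (13.19 in ES cells, 7.61 in DE), Acta2 (12.45, 9.64), Fbln2 (11.35, 7.97) and Thy1 (11.09, 7.34), were all higher in ES cells. The paper removes feeders by plating on gelatine before differentiation, and does not say whether the cells of the ES arrays passed that step or a sort. A fall of these genes in the differentiating cells themselves was not tested and stays open, since 8 of the 24 lay above the median of the arrays in MES and 4 are also mesenchymal markers.

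The 2 F+CD24high D2 arrays differed from each other in 123 genes by more than 1 on the log2 scale, against 96 genes for the ES arrays and 0 to 11 for the other pairs, and replicate 2 had more Vim (1.08), Tbx3 (1.27), Snai2 (0.90), Elf3 (0.82) and Zeb2 (0.77) and less Cer1 (-0.91). A less advanced stage of replicate 2 is argued against as the whole cause, since the definitive endoderm list had a median difference of 0.16 (95% interval -0.10 to 0.32) and the general pluripotency list one of -0.10 (95% interval -0.41 to 0.05), where an earlier stage needs less endoderm and more pluripotency transcripts. Single genes went both ways: the pluripotency genes Dppa5a (2.25), Nr0b1 (1.87), Dppa2 (1.41) and Dnmt3l (1.35) were higher in replicate 2, with a median of 0.10 over the naive list (9 of 13 higher), but so was Sox17 (0.70), and Pou5f1 was lower (-0.57). A stage that differs in part of these genes stays open. Feeder fibroblasts or mesoderm cells in replicate 2 cannot be told apart from neither being there, because both lists were higher in replicate 2 by less than the 0.5 set for such cells and with intervals that reach past the 0.25 set against them. The median was 0.16 (0.05 to 0.28; 18 of 24 higher) for the fibroblast list and 0.22 (0.02 to 0.70; 13 of 18 higher) for the lateral and cardiac mesoderm list, beside 0.58 for the mesenchymal list (16 of 20 higher). In replicates 1 and 2 Thbs1 was at 7.42 and 7.61, Acta2 at 9.49 and 9.41, Fbln2 at 8.20 and 8.09 and Thy1 at 7.37 and 7.65. In ES cells they were at 13.19, 12.45, 11.35 and 11.09. Col1a1 was at 10.40 in replicate 2 and at 9.78 in ES cells. These levels argue against a fibroblast signal like that of the ES arrays as the source of the Col1a1 difference alone. Col1a2, Lox and S100a4 were higher in replicate 2 too, and a smaller share of feeders stays open. The sort on Foxa2 would remove both kinds of cell, while the genes of largest difference hold Srgn (4.34), Cubn (3.62), Dab2 (2.77), the collagen gene Col1a1 (2.26) and Wnt3a (1.81), which the feeders of these cultures express. The parietal endoderm list was at 0.38 (8 of 11 higher), with Lama1 (2.06) higher and its most abundant members at 12.42 and 12.34 (Gata6) and 11.93 and 12.33 (Sparc); such cells, which a sort on Foxa2 need not remove, stay open. The design names no other biological difference between the replicates.

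The difference between F+CD24low and T+CD24low cells changed between day 2 and day 4 in 443 probe sets. A single array as the cause is argued against, since leaving out 1 of the 8 CD24low arrays gave 333 to 414 such probe sets. Feeder fibroblasts carried into the T+CD24low D4 arrays are argued against as the cause. Of the 443 probe sets 222 rose in T+CD24low cells from day 2 to day 4, while the fibroblast list moved by a median of 0.13 with an interval that includes 0 and lies under the 0.5 set for feeders (-0.03 to 0.28; 2 of 24 members called higher). Thbs1 was at 8.49 and 8.50 at days 2 and 4, Thy1 at 7.83 and 7.91, Dcn at 6.16 and 6.06 and Postn at 5.27 and 5.18. In ES cells they were at 13.19, 11.09, 10.99 and 10.27. Other members rose: Acta2 went from 7.48 to 9.51, Mmp2 from 10.09 to 11.54, Fbln2 from 8.17 to 8.68 and Twist2 from 7.53 to 8.13. Of the 24 members, 16 had a larger value at day 4 and 8 a smaller one. The sort on T would remove feeders too. That DEP and MP had moved further apart by day 4 stays open and was not tested apart from the cultures, which the labels do not tie to days or runs.

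The real split of the arrays gave the highest count in both comparisons below, which does not by itself exclude chance. Every other split puts arrays of both populations in each group, so a difference between them widens its spread and lowers its count. With 35 splits, the real one cannot be rarer than 1 in 35. For DEP compared with MP, fitted as 2 groups, the real split of the 8 arrays gave 321 called probe sets and was the only 1 of the 35 splits to give as many, the highest other count being 5. For DE compared with DEP the real split gave 1059 and was again the only 1 of the 35, the highest other count being 0.

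In 519 groups of 4 arrays, 1 array lay beyond the 95% limit of Dixon's ratio in 30, and chance alone brings about 1 in 20 groups beyond it. At that rate 25.95 groups are expected. The values below are log2 RMA values of that array, a sample far from the others relative to their spread. Such an array can differ little: Flt1 was at 12.22 against 12.38 on the other DE arrays, and Axin1 at 9.89 against 9.97 to 9.99 in DEP. Others differed more, such as Srgn at 7.98 against 12.33 to 13.02 in DE. F+CD24high D2 replicate 2 lay far from the other DE arrays with higher values of Bgn (9.15), Cdh5 (7.77), Dppa2 (8.24), Kdr (7.48), Klhl6 (6.33), Mmp2 (8.32), Zeb1 (7.65) and Zeb2 (7.21) and lower values of Esrp2 (9.62), Flt1 (12.22) and Grhl2 (8.63). F+CD24low D2 replicate 1 stood apart in DEP with higher values of Slc40a1 (9.47) and lower values of Gata1 (6.80), Lef1 (9.86) and Ror1 (9.10). F+CD24high D2 replicate 1 was the DE array farthest from the others with lower values of Elf3 (9.61), Nr0b1 (5.96) and Srgn (7.98). F+CD24low D4 replicate 1 lay far from the other DEP arrays with lower values of Axin1 (9.89), Bgn (6.72) and Nr5a2 (6.18). F+CD24high D4 replicate 1 stood apart in DE with higher values of Dcn (6.43) and lower values of Foxi3 (7.13). F+CD24low D2 replicate 2 was the DEP array farthest from the others with lower values of Esrp1 (11.73) and Krt18 (11.64). T+CD24low D4 replicate 1 lay far from the other MP arrays with higher values of Apob (6.24) and lower values of Cer1 (6.27). F+CD24high D4 replicate 2 stood apart in DE with lower values of Nr5a2 (6.25). T+CD24low D2 replicate 2 was the MP array farthest from the others with higher values of Pga5 (6.98). T+CD24low D4 replicate 2 lay far from the other MP arrays with higher values of Esrp1 (11.67).

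A difference between groups was found by interaction tests in limma, in 24 of 78 genes for DEP compared with MP on day 4 minus day 2 and in 9 of 55 for DE compared with DEP. Between DEP and MP the log2 fold change moved further to the side of MP at day 4 in AU015836 (-1.91), Bmp4 (-2.60), Cdx2 (-2.52, from -1.56 to -4.08), Cpm (-3.41, from -0.65 to -4.06), Foxf1 (-1.83), Hand1 (-1.74), Hmcn1 (-2.54), Hoxb1 (-1.20), Mmp2 (-1.57), Parp12 (-2.04), Pdgfrb (-2.36), Prdm14 (-1.40), Tfap2c (-1.65) and Wnt5a (-2.69, from -2.56 to -5.25). It moved further to the side of DEP in Cer1 (1.76), Cldn6 (1.22), Dkk1 (2.15, from 0.90 to 3.04), Fzd5 (1.30), Ikzf1 (1.19), Rab25 (1.80), Sfrp5 (1.66), Slc27a2 (3.07, from 1.84 to 4.91) and Timp4 (2.38, from 2.41 to 4.80), and toward 0 in Lefty1 (-3.07, from 4.61 to 1.54). The adjusted p of these genes lay between 1.95e-05 and 0.0437. Between DE and DEP the change from day 2 to day 4 was Cdh2 (-1.38), Dkk1 (-2.30, from 3.92 to 1.62), Etv1 (-2.29), Frzb (-1.20), Nanog (-1.35), Nrp1 (-2.05), Pga5 (-2.06), Pou5f1 (-2.17) and Wnt5a (1.01, from 0.12 to 1.13), with an adjusted p between 0.00149 and 0.0349.

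A signal above the ES arrays was found in lists of genes that the paper does not discuss for these arrays, given here as the median log2 fold change of the list compared with ES cells. The primitive streak list was at 2.35 in DE, 1.47 in DEP and 1.63 in MP, and the list of cholesterol synthesis at 1.07 in DE, 0.92 in DEP, 0.82 in MP and 0.98 in MES. Paraxial and presomitic mesoderm was at 0.67 in MP and 1.37 in MES, Bmp targets at 1.04 in MP and 1.43 in MES, Nodal and activin targets at 0.77 in DEP and blood and endothelium at 0.46 in MES.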

How the results depend on the processing

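No alternative was chosen after the result was seen. Of 402 single-gene results, 402 kept their direction and their side of the threshold with array weights, with the mean of a gene's probe sets, with only single-symbol probe sets and with only the arrays of the populations compared, and 401 with all probe sets and with trend and robust estimation. With each array centred, which moves little, 400 did, with quantile normalization repeated 399, with the 5 populations as groups 379 (23 lost their call), and with the 16000 probe sets 325 of the 325 that were kept. Of the 371 results that could be taken from 1 day, 326 did with the day 2 arrays alone, 30 lost and 4 gained a call, and 339 did with the day 4 arrays alone, 17 lost and 10 gained one. Leaving out 1 array left 391 to 401 of the 402 as they were. Array weights gave both arrays of a group the same weight, 0.605 in F+CD24high D2, the lowest, and 1.57 in F+CD24high D4, the highest. The RMA values carry no measure of background, so a low value does not tell a low level from none.

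The counts of differentially expressed probe sets moved by more than 1.5 times as follows. Above a log2 fold change of 2 they were 23 for CD24 gate by day in endoderm, 301 for DE at day 2 versus MES, 504 for DE at day 4 versus MES, 241 for DE versus DEP, 605 for DE versus ES, 374 for DE versus MES, 305 for DEP versus ES, 105 for DEP versus MP, 441 for MES versus ES, 22 for MES versus MP, 301 for MP versus ES, 35 for day 4 versus day 2 in F+CD24high, 9 for day 4 versus day 2 in F+CD24low, 93 for day 4 versus day 2 in T+CD24low and 96 for lineage by day in CD24low cells. With treat they were 2 for CD24 gate by day in endoderm, 401 for DE at day 2 versus MES, 772 for DE at day 4 versus MES, 482 for DE versus DEP, 1014 for DE versus ES, 596 for DE versus MES, 447 for DEP versus ES, 183 for DEP versus MP, 643 for MES versus ES, 29 for MES versus MP, 477 for MP versus ES, 25 for day 4 versus day 2 in F+CD24high, 2 for day 4 versus day 2 in F+CD24low, 106 for day 4 versus day 2 in T+CD24low and 34 for lineage by day in CD24low cells. At an adjusted p below 0.05 alone they were 4210 for DE at day 2 versus MES, 6603 for DE at day 4 versus MES, 6720 for DE versus DEP, 10455 for DE versus ES, 6250 for DE versus MES, 6702 for DEP versus ES, 2901 for DEP versus MP, 6548 for MES versus ES, 1425 for MES versus MP, 6688 for MP versus ES, 2101 for day 4 versus day 2 in F+CD24high, 192 for day 4 versus day 2 in F+CD24low and 2084 for day 4 versus day 2 in T+CD24low. With the 16000 probe sets, where fewer were tested, they were 1500 for DE versus ES, 696 for DEP versus ES, 345 for DEP versus MP, 1077 for MES versus ES, 720 for MP versus ES, 57 for day 4 versus day 2 in F+CD24low, 316 for day 4 versus day 2 in T+CD24low and 243 for lineage by day in CD24low cells. With only the arrays of the populations compared, which leaves fewer arrays to estimate the spread, they were 134 for CD24 gate by day in endoderm, 61 for day 4 versus day 2 in F+CD24high and 26 for day 4 versus day 2 in F+CD24low, and with the 5 populations as groups 168 for MES versus MP. The day 2 arrays alone gave 289 for DEP versus MP and 608 for MES versus MP, and the day 4 arrays alone 985 for DEP versus MP. Stricter or looser thresholds change these counts by construction, and the cause was not tested for the settings that pool or part the days.

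The count for CD24 gate by day in endoderm was 234 with all arrays, 117 to 487 with 1 left out, and differed by more than 1.5 times with 487 without F+CD24high D2 replicate 2, 117 without F+CD24high D4 replicate 1, 150 without F+CD24high D4 replicate 2, 151 without F+CD24low D2 replicate 2, 145 without F+CD24low D4 replicate 1 and 139 without F+CD24low D4 replicate 2. The count for day 4 versus day 2 in F+CD24high was 443 with all arrays, 345 to 834 with 1 left out, and differed by more than 1.5 times with 834 without F+CD24high D2 replicate 2. The count for day 4 versus day 2 in F+CD24low was 94 with all arrays, 41 to 113 with 1 left out, and differed by more than 1.5 times with 49 without F+CD24low D2 replicate 2 and 41 without F+CD24low D4 replicate 2. The other counts stayed within 1.5 times without any 1 array.

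Lists called at the preset correlation that were not called with the estimated one, with the range of the adjusted p over all alternatives, were Nodal and activin targets in DE versus MES 0.191 (1.71e-06 to 0.191), apical-basal polarity in DE versus MES 0.0974 (9.38e-06 to 0.0974), blood and endothelium in DE versus MES 0.0502 (1.66e-07 to 0.0693), canonical Wnt targets in DE versus MES 0.0519 (6.46e-08 to 0.0519), definitive endoderm in DEP versus MP 0.106 (3.71e-05 to 0.106), epithelial markers in DE versus DEP 0.0996 (1.39e-08 to 0.0996), epithelial markers in DE versus ES 0.0781 (7.49e-09 to 0.0781), epithelial markers in DEP versus MP 0.1 (1.62e-08 to 0.1), general pluripotency in DEP versus ES 0.1 (1.78e-06 to 0.1), lateral and cardiac mesoderm in MP versus ES 0.081 (1.93e-06 to 0.081), mesenchymal markers in DE versus ES 0.242 (5.45e-08 to 0.242), mesenchymal markers in DE versus MES 0.295 (5.79e-07 to 0.295), mesenchymal markers in DEP versus MP 0.145 (5.09e-11 to 0.145), mesenchymal markers in MES versus MP 0.129 (1.33e-12 to 0.129), paper Wnt genes of Fig. 5b in DE versus MES 0.0682 (6.07e-08 to 0.0682) and paper polarity and tight junction genes in DE versus MES 0.0604 (4.32e-07 to 0.0604). With the 5 populations as groups blood and endothelium in DE versus MES 0.0693 (1.66e-07 to 0.0693) was not called. With fry, which does not compare a list with other genes, Frizzled and Wnt co-receptors in DE versus MES 1.33e-04 (1.33e-04 to 0.625), Wnt ligands in DE versus MES 2.58e-04 (2.58e-04 to 0.646), metalloproteinases in DE versus MES 0.0132 (0.0132 to 0.625) and paper metalloproteinases in DE versus MES 4.75e-04 (4.75e-04 to 0.505) passed. The cause was not tested for these lists. The fibroblast list between DE and MES stayed above the threshold without any 1 array (0.282 to 0.917), and its direction turned without F+CD24high D2 replicate 1.

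The direction turned for single genes that passed neither with all arrays nor under the setting named. With the day 2 arrays alone these were Axin1 in DEP versus MP (0.019), Cdh2 in DE versus MES (0.11), Fzd4 in DEP versus MP (0.33), Gsk3b in DEP versus MP (-0.040), Mesp1 in DEP versus ES (-0.0096), Nanog in DE versus MES (0.21), Nanog in MP versus ES (0.23), Pofut2 in DE versus ES (-0.16), Pofut2 in DE versus MES (-0.081), Pou5f1 in MP versus ES (0.20) and Snai2 in DEP versus MP (0.14), and with the day 4 arrays alone Cdh2 in DEP versus ES (0.21), Snai1 in DE versus DEP (-0.13), Snai1 in DE versus ES (-0.30), Snai1 in DEP versus ES (-0.17) and Tbx3 in MP versus ES (0.22). With quantile normalization repeated they were Apc in DEP versus MP (0.011) and Mesp1 in DEP versus ES (-0.025), and with each array centred Mesp1 in DEP versus ES (-0.0073). With 1 array left out, the values ranged on both sides of 0 for Apc in DEP versus MP (-0.067 to 0.059), Axin1 in DEP versus MP (-0.041 to 4.4e-04), Cdh2 in DEP versus ES (-0.53 to 0.092), Fzd4 in DEP versus MP (-0.11 to 0.016), Gsk3b in DEP versus MP (-0.0010 to 0.10), Mesp1 in DEP versus ES (-0.089 to 0.090), Mesp2 in DE versus ES (-0.074 to 0.18), Mesp2 in DEP versus ES (-0.070 to 0.18), Nanog in MP versus ES (-0.11 to 0.038), Pofut2 in DE versus ES (-0.021 to 0.073), Snai1 in DE versus DEP (-0.029 to 0.096), Snai1 in DE versus ES (-0.13 to 0.23), Snai1 in DEP versus ES (-0.17 to 0.20) and Tbx3 in MP versus ES (-0.22 to 0.090). The cause was not tested.

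The replicate numbers are given for each group, and nothing in the paper or the labels says that a number marks a shared culture or run. Over the 28 pairs of groups, the deviations of same-numbered arrays correlated at r between -0.204 and 0.246, above 0.1 in 8 pairs and below -0.1 in 4, so the numbers were not taken to pair the arrays. With the replicate number as a block, no call of the 402 single-gene results changed, and the counts were 1403 for DE versus MES, 567 for DEP versus MP, 2300 for DE versus ES, 1130 for DE versus DEP and 448 for lineage by day in CD24low cells, against 1402, 567, 2296, 1130 and 443 without it.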

Differences from the paper's values

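The paper boxes in its heatmaps the genes that it calls between endoderm and mesoderm. The boxes were read by eye from Fig. 2h, Fig. 5b and Fig. 5c, and 39 of the genes have a value here. In DE compared with MES, the call was the paper's for 35 of the 39, and Tbx5 (-0.95), Snai2 (-0.66), Nanog (-0.56) and Axin2 (-0.89) are boxed by the paper and were not called. For DEP and MP the call was also the paper's for 35 of the 39. Zeb2 (-0.88) is boxed and was not called, while Dkk1 (1.97), Tbx3 (-1.35) and Fzd5 (1.15) were called and are not boxed. With the day 2 arrays alone Dkk1 was at 0.90, Tbx3 at -0.99 and Fzd5 at 0.50, all under the threshold. None of the 39 went the opposite way in either comparison. Of the 30 settings compared for DE and MES, the pooled days among them and all fixed before the data were examined, the day 4 arrays alone gave the paper's call for 39 of the 39, and of the 30 for DEP and MP the day 2 arrays alone did so. The day 2 arrays alone gave 32 for DE and MES, and the day 4 arrays alone 29 for DEP and MP. The 16000 probe sets hold 34 of the genes and gave 32 and 30, and every other setting gave 34 to 36 of the 39, with Tbx5 called too without F+CD24high D2 replicate 2 (-1.02). At an adjusted p below 0.05 alone, without a threshold on the fold change, Tbx5 (adjusted p = 6.34e-05), Nanog (0.00258), Axin2 (3.24e-04) and, in DEP compared with MP, Zeb2 (0.00202) also pass, and Snai2 (adjusted p = 0.0687) does not. Genes without a box pass then too, among them Apc in DE compared with MES. In DEP compared with MP these include Snai1, Zeb1, Wnt3 and Sfrp5.

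The paper states that Wnt3 and Apc are not upregulated in definitive endoderm and are high in mesoderm. Wnt3 was lower in DE than in MES (-1.34; -0.88 with the day 2 DE arrays alone) and higher in DE than in ES cells (1.51), and Apc was at -0.31 in DE compared with MES, inside the threshold. The paper names 4 EMT suppressors as higher in endoderm than in mesoderm: Pofut2 was at 0.11 in DE compared with MES, while Elf3 (2.15), Grhl2 (1.97) and Ovol2 (1.96) were higher. The paper describes 5 mesoderm markers as slightly upregulated in mesoderm progenitors. Compared with ES cells, Hand1 (2.94) and Mesp1 (1.60) rose, and Mesp2 (0.56), Tbx3 (-0.07) and Tbx5 (-0.19) did not pass. Of the 4 endoderm markers that it describes as induced in DEP, Cer1 (4.65), Dkk1 (2.82) and Sox17 (1.18; 0.57 with the day 2 arrays alone) rose compared with ES cells, and Hhex (0.43) did not pass. Both progenitors are described as still expressing Pou5f1, Nanog and Sox2. The first 2 did not pass compared with ES cells, while Sox2 fell by 1.44 in MP and by 1.07 in DEP. Without ES replicate 2 the fall of Sox2 in DEP was under the threshold. Its RMA value of 10.95 and 10.41 in T+CD24low cells at days 2 and 4 still lay above the medians of the arrays. Of the EMT transcription factors that the paper describes as expressed in mesoderm progenitors and further upregulated in mesoderm, Mesp1 rose in both steps, and Snai1 was at 0.94 in MP compared with ES cells and rose from MP to MES (1.24). Zeb1 was lower in MP than in ES cells (-1.01) and rose from MP to MES (1.26), and neither Zeb2 (0.50 and 0.90) nor Mesp2 (0.56 and 0.57) passed in these steps. Zeb1 was at -1.70 and 1.95 with the day 2 MP arrays alone and passed in neither step with those of day 4 (-0.32 and 0.57). Fibroblast genes were higher on the ES arrays too. In MP compared with ES cells Snai1 passed with the day 2 arrays alone (1.09), without ES replicate 1 (1.12), and without T+CD24low D2 replicate 1 or T+CD24low D4 replicate 2 (1.00 in each). At an adjusted p below 0.05 alone, Apc in DE compared with MES (adjusted p = 0.038), Hhex in DEP (0.0127), Mesp2 (0.0193) and Snai1 (3.57e-04) in MP compared with ES cells, and Zeb2 in MES compared with MP (0.0135) also pass.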

Other observations

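Genes of blood and vessels appeared in mesoderm. Of 16 genes of blood and endothelium, 7 were higher and 1 was lower in MES than in ES cells, with the same counts when adjusted over the list alone (adjusted p = 0.0277 with an estimated correlation), and 5 rose from MP to MES (adjusted p = 0.0124 with an estimated correlation). The Vegf receptor Kdr was higher in MES than in ES cells (4.52) and rose from MP to MES (2.56), as did Etv2, an Ets factor that starts the blood and vessel lineage (2.88 and 2.07). In DE compared with MES 6 of the 16 were lower and 3 higher. The set was called at the preset correlation but not with an estimated correlation (adjusted p = 0.0502). The Vegf receptor Flt1 was among those higher in DE (3.99). Bmp targets were higher than in ES cells in MES, 9 of 13 (adjusted p = 0.0195 with an estimated correlation), and in MP, 7 of 13 (adjusted p = 0.0261 with an estimated correlation), with Msx2 at 3.81 and 2.71. MES and MP came from medium with added Bmp4. Paraxial and presomitic genes were higher in MES than in ES cells, 8 of 14 (adjusted p = 0.0124 with an estimated correlation), led by Rspo3 (4.39) and Cdx2 (2.86). From MP to MES, Klhl6 (2.99), Bmp2, a ligand of the Bmp family (2.57), and Fgf10, a growth factor of mesoderm (2.29), were among the genes that rose most, with Enpp3 (-2.84) and the iron exporter Slc40a1 (-2.14) among those that fell. With the day 2 and the day 4 MP arrays, Bmp2 was at 3.94 and 1.20 and Etv2 at 2.96 and 1.19 in that step. Cyp26a1, which degrades retinoic acid, was 4.65 higher in MES than in ES cells, and Alox15, a lipoxygenase, was 4.34 higher in MP. Each list count here was the same when adjusted over the list alone.

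In the endoderm, 8 of 10 primitive streak genes were higher in DE than in ES cells (adjusted p = 0.0195 with an estimated correlation), with Lhx1 (6.03) and Mixl1, a homeobox factor of mesendoderm (4.07), leading. Targets of Nodal and activin were higher in DEP than in ES cells, 4 of 11 (adjusted p = 0.0412 with an estimated correlation), among them Eomes, a T-box factor of the streak (2.40). Visceral endoderm genes were higher in DE than in MES, 4 of 14, or 5 when adjusted over the list alone (adjusted p = 0.0361 with an estimated correlation). They were the nuclear receptor Hnf4a (2.68; 1.50 and 3.86 with the day 2 and the day 4 DE arrays), the apolipoproteins Apoa1 (2.24) and Apob (1.65) and the retinol carrier Rbp4 (1.42), and with the day 2 DE arrays alone Apoa1 was at 0.22, Apob at 0.67 and Rbp4 at 0.49. In the step from DEP to DE, Pilra (3.71), Pga5 (3.67), the semaphorin receptor Nrp1 (3.63) and the carboxypeptidase Cpn1 (3.39) were among the genes that rose most. The neurofilament gene Nefl (-4.27), Enpp3 (-3.77), and Foxi3 (-3.67) were among those that fell most, and Etv1 fell too (-3.07; -1.92 and -4.21 on days 2 and 4). The secreted metalloproteinase Adamts9 rose in DEP compared with ES cells by 2.58, beside Timp4 (3.99).

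Genes of cholesterol synthesis were higher than in ES cells in all 4 populations, with 6 of 11 in DE (adjusted p = 0.0435 with an estimated correlation), 3 in DEP (adjusted p = 0.0412 with an estimated correlation), 3 in MP (adjusted p = 0.0412 with an estimated correlation) and 5 in MES (adjusted p = 0.0412 with an estimated correlation). The synthase Lss and the decarboxylase Mvd were at 1.52 and 1.56 in DE and at 1.58 and 1.78 in MES. Hmgcs1, which makes the precursor of mevalonate, was at 1.08 in DEP, 1.06 in MP and 1.18 in MES, and without ES replicate 2 it was at 0.88, 0.86 and 0.97, under the threshold of 1, as it was with the day 2 arrays alone in DEP (0.964) and MP (0.996). The 4 comparisons share their ES arrays, so they are not independent of each other. Fibroblast genes were higher on the same ES arrays, and whether that bears on the cholesterol genes was not tested.

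Among genes of apical-basal polarity, 4 of 16 were higher in DE than in MES, Crb3 (2.27), Mpp5 (1.23), Ezr (1.21) and Llgl2 (1.18). The set was called at the preset correlation but not with an estimated correlation (adjusted p = 0.0974). Of the 7 polarity and tight junction genes that the paper names for embryo cells, 4 were higher (adjusted p = 0.0604 with an estimated correlation). Of 20 metalloproteinases, Adamts9 (1.25) was higher and Mmp2 (-3.55) and Mmp9 (-1.29) were lower in DE than in MES, and the set was not called (adjusted p = 0.276; adjusted p = 0.625 with an estimated correlation). Of the 3 metalloproteinases that the paper names for embryo cells, 1 was higher and the set was not called (adjusted p = 0.403; adjusted p = 0.505 with an estimated correlation). Each of these counts was the same when adjusted over the list alone.

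Fibroblast genes were lower in MES than in ES cells, 17 of 24, or 18 when adjusted over the list alone (adjusted p = 0.0266 with an estimated correlation). Between DEP and MP the list was not called (adjusted p = 0.508; adjusted p = 0.859 with an estimated correlation), with Thbs2 higher (1.02) and Mmp2 lower (-1.37) in DEP and the same counts when adjusted over the list alone, and its median was positive and its mean negative. Neither passed with the day 2 arrays alone (0.83 and -0.58). Thbs2 did not pass without F+CD24low D2 replicate 1 or T+CD24low D4 replicate 2 (0.92 in each). Genes far lower in the sorted populations than in the ES cultures were the matrix protein Tnc (-5.92 in DE, -6.39 in DEP, -5.17 in MP), Thbs1 (-5.05 in MES) and Igfbp7 (-5.23 in MES).

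Over all probe sets, 812 were higher and 1484 lower in DE than in ES cells, 456 and 829 in DEP, and 715 and 1098 in MES. The excess of lower ones depends on the probe sets and thresholds. With the 16000 of highest mean these were 646 and 854, 350 and 346, and 508 and 569. At an adjusted p below 0.05 alone they were 5094 and 5361, 3396 and 3306, and 3333 and 3215. The excess stayed above a log2 fold change of 2, with 216 and 389, 67 and 238, and 131 and 310. With treat they were 373 and 641, 111 and 336, and 203 and 440. Between DEP and DE 467 rose and 663 fell. From day 2 to day 4, 283 rose and 160 fell in F+CD24high, 72 and 22 in F+CD24low, and 336 and 238 in T+CD24low cells. The counts in F+CD24high and in F+CD24low cells depended on single arrays. The difference between F+CD24high and F+CD24low cells changed with the day in 234 probe sets, 112 toward higher and 122 toward lower values in F+CD24high. Both that count and its balance depended on single arrays.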
